# Gene expression profiling identifies inflammation and angiogenesis as distinguishing features of canine hemangiosarcoma

**DOI:** 10.1186/1471-2407-10-619

**Published:** 2010-11-09

**Authors:** Beth A Tamburini, Tzu L Phang, Susan P Fosmire, Milcah C Scott, Susan C Trapp, Megan M Duckett, Sally R Robinson, Jill E Slansky, Leslie C Sharkey, Gary R Cutter, John W Wojcieszyn, Donald Bellgrau, Robert M Gemmill, Lawrence E Hunter, Jaime F Modiano

## Abstract

**Background:**

The etiology of hemangiosarcoma remains incompletely understood. Its common occurrence in dogs suggests predisposing factors favor its development in this species. These factors could represent a constellation of heritable characteristics that promote transformation events and/or facilitate the establishment of a microenvironment that is conducive for survival of malignant blood vessel-forming cells. The hypothesis for this study was that characteristic molecular features distinguish hemangiosarcoma from non-malignant endothelial cells, and that such features are informative for the etiology of this disease.

**Methods:**

We first investigated mutations of VHL and Ras family genes that might drive hemangiosarcoma by sequencing tumor DNA and mRNA (cDNA). Protein expression was examined using immunostaining. Next, we evaluated genome-wide gene expression profiling using the Affymetrix Canine 2.0 platform as a global approach to test the hypothesis. Data were evaluated using routine bioinformatics and validation was done using quantitative real time RT-PCR.

**Results:**

Each of 10 tumor and four non-tumor samples analyzed had wild type sequences for these genes. At the genome wide level, hemangiosarcoma cells clustered separately from non-malignant endothelial cells based on a robust signature that included genes involved in inflammation, angiogenesis, adhesion, invasion, metabolism, cell cycle, signaling, and patterning. This signature did not simply reflect a cancer-associated angiogenic phenotype, as it also distinguished hemangiosarcoma from non-endothelial, moderately to highly angiogenic bone marrow-derived tumors (lymphoma, leukemia, osteosarcoma).

**Conclusions:**

The data show that inflammation and angiogenesis are important processes in the pathogenesis of vascular tumors, but a definitive ontogeny of the cells that give rise to these tumors remains to be established. The data do not yet distinguish whether functional or ontogenetic plasticity creates this phenotype, although they suggest that cells which give rise to hemangiosarcoma modulate their microenvironment to promote tumor growth and survival. We propose that the frequent occurrence of canine hemangiosarcoma in defined dog breeds, as well as its similarity to homologous tumors in humans, offers unique models to solve the dilemma of stem cell plasticity and whether angiogenic endothelial cells and hematopoietic cells originate from a single cell or from distinct progenitor cells.

## Background

The study of malignant soft tissue sarcomas that arise from, or resemble constituents of blood vessels in humans, including angiosarcomas (hemangiosarcomas and lymphangiosarcomas), Kaposi sarcomas, hemangioendotheliomas, and hemangiopericytomas, is complicated by their infrequent occurrence [1]. Despite their relatively low incidence, angiosarcomas are associated with more frequent metastasis and greater patient morbidity and mortality than other soft tissue sarcomas. The clinical significance of angiosarcomas is magnified because of their aggressive biological behavior and their association with medical or occupational exposures to ionizing radiation and a variety of industrial and agricultural chemical agents [1-3].

Other species also develop hemangiosarcomas. From a comparative perspective, hemangiosarcomas occur rarely in mice as a spontaneous disease, but the incidence is significantly increased in the B6C3F1 hybrid strain after exposure to various classes of pharmaceuticals, making these tumors a factor in risk assessment for drug development [2]. Dogs are the only species where idiopathic (spontaneous) hemangiosarcoma occurs commonly. This disease has been estimated to account for up to 7% of malignant canine tumors [4], which would roughly translate into >50,000 diagnoses per year in the United States. Regardless of species, treatment options for angiosarcoma and hemangiosarcoma are limited, and outcomes are generally unrewarding [5-7]. The standard of care in both humans and dogs includes surgery and adjuvant chemotherapy. The median and 5-year survival rates for human patients with angiosarcoma are reported to be approximately 2 to 2.5 years and 30%, respectively [1]. In dogs, the prognosis is equally grave: even though 10-15% of dogs with this disease survive 12 months or longer, most die within 3-months of their diagnosis [4]. Despite anecdotal success using immunotherapy, as well as novel chemotherapy and antiangiogenic strategies to treat canine hemangiosarcoma [8-13], the past 30 years have brought no improvements in survival for dogs with this disease [14].

The lack of effective treatments for humans and dogs with angiosarcoma and hemangiosarcoma is largely due to our incomplete understanding of the factors that promote the survival, growth, and metastases of these malignancies. Inflammation, hypoxia, and angiogenesis all might contribute to the pathogenesis of idiopathic hemangiosarcoma, or of hemangiosarcoma associated with exposure to non-genotoxic agents in each of the target species. The link between inflammation and cancer is becoming clearer, with macrophages and macrophage-derived cytokines playing a central role in modulating the tumor microenvironment to facilitate both tumor survival and metastasis [15-17]. Macrophage activation and local tissue hypoxia are central components of the proposed mechanism of action that drives hemangiosarcoma in rodents exposed to a diverse array of compounds such as 2-butoxyethanol, peroxisome proliferator-activated receptor (PPAR) agonists and pregabalin [2]. Parallels have been drawn between canine hemangiosarcoma cells and neoangiogenic endothelial cells in tumors [18,19]. Vessel formation in hemangiosarcoma resembles the morphology of imbalanced, chaotic growth and maturation of neoangiogenic vessels seen in cancer, which is at least partly driven by pro-angiogenic factors such as vascular endothelial growth factor-A (VEGF) [18,20]. In fact, hemangiosarcoma cells elaborate growth factors that promote angiogenesis, including not only VEGF, but also platelet-derived growth factor-β (PDGFβ), and basic fibroblast growth factor (bFGF) *in vitro *[14,18,19,21]. Signaling by each of these growth factors is partly dependent on activation of the phosphoinositide 3-kinase (PI3K) pathway, providing a possible connection between the processes of inflammation, hypoxia, and angiogenesis in the pathogenesis of hemangiosarcoma [22]. In this regard, mutations of the PI3K antagonist, PTEN, are common in canine hemangiosarcoma; however they are restricted to the C-terminal domain and do not affect the phosphorylation of Akt that occurs downstream from PI3K signaling [23]. While it is possible that mutations in the C-terminal domain reduce the stability of PTEN [24] or increase motility, and hence a cell's invasive potential [25,26], the precise effects of these mutations in canine hemangiosarcoma remain unclear. The genetic basis of abnormal patterns of growth and signaling require further characterization.

Mutational events have been documented in sporadic angiosarcomas of humans and hemangiosarcomas of mice and dogs, including cancer-associated genes such as PTEN, Ras, VHL, p53, and connexin, [27-34]. In the case of canine hemangiosarcoma, PTEN mutations did not fully explain the increased levels of VEGF or other growth factors [18,23], prompting additional assessment of potential roles for mutations that inactivate VHL or that activate Ras, as both can lead to elevated VEGF production. Yet, another possibility was that non-malignant cells are responsible for VEGF production in canine hemangiosarcoma [35], especially since co-existence of tumor cells with inflammatory cells is a common feature of this disease, and in some cases, the inflammatory cells may provide the principal source of VEGF [23]. In this scenario, VEGF-producing inflammatory cells could be reactive leukocytes incited by pathologic effects of tumor (e.g., tissue destruction), or macrophages and myeloid cells that are intrinsic components of the tumor microenvironment [17,35]. A third possibility is that hemangiosarcomas originate from a multipotent bone marrow progenitor that can differentiate along the myeloid lineage [36,37], and these cells thus could reflect the ontogeny of the malignant cells and their plasticity to differentiate into multiple cell types.

Here, we show in an isolated *in vitro *system that expression of genes involved in inflammation, angiogenesis, adhesion, invasion, metabolism, cell cycle, signaling, and patterning can distinguish hemangiosarcoma cells from non-malignant endothelial cells. While the data do not distinguish whether functional or ontogenetic plasticity creates this phenotype, they suggest the factors that hemangiosarcoma cells use to communicate with their microenvironment are distinct from those used by non-malignant endothelial cells. To our knowledge, this is the first report that establishes differences between hemangiosarcoma and non-malignant endothelial cells in any species, highlighting biochemical and metabolic pathways that may be amenable to therapeutic targeting for this disease.

## Methods

### Samples

Between 2000 and 2005 we received samples from 63 pet dogs with pathologically confirmed hemangiosarcoma (N = 58) or pathologically confirmed splenic hematoma (N = 5). Eighteen tumors and four splenic hematomas included fresh, viable tissue as part of the submission, while the remainder included only fixed or frozen tissue. For each sample set that included viable tissues, we cultured a portion of tissue under conditions that favored growth of endothelial cells to derive cultured cell lines from tumors or low passage cultures from the splenic hematomas [18,23,36]. We derived such cultures successfully from 10/18 hemangiosarcomas and from four of five splenic hematomas, which were used for the analyses described in this study (see Additional File 1, Table S1). The morphology of the resulting cell lines was variable [18], but each expressed antigens that are characteristically expressed by blood vessel-forming cells [18,23,36]. To ensure there were no hidden biases in the sample population, we examined descriptive statistics between the 14 dogs from which we established cells in culture and from the 49 dogs for which we did not establish cell lines. There were no significant differences between the two groups when comparing geographic origin, gender, age at diagnosis, anatomic location of the primary tumor or lesion, number of dogs treated, or outcome. The characteristics of both populations also were similar to those described elsewhere [38]. For tumors, cells from earliest passages available were used for the experiments. High molecular weight genomic DNA and total RNA were isolated as described [39,40]. Only two of the dogs whose samples were used for the microarray experiments (Frog and Journey) were related within five generations, and they were separated by three generations (Frog was Journey's paternal "great aunt"), reducing the likelihood of lineage bias. To confirm the data from the initial 10 hemangiosarcoma samples and to assess how the results from cell lines correlated with data from intact tissues, we established four additional cell lines from two dogs with hemangiosarcoma and used these, as well as three independent whole tissue samples in microarray experiments. One cell line (Emma-HSA) was previously reported [40]. Three additional lines, called Jack-liver HSA, Jack-spleen HSA, and Jack-heart HSA were established form one dog with metastatic hemangiosarcoma (spleen, liver, and heart). The tissue samples all were from splenic tumors where sufficient, high quality snap-frozen and cryopreserved material was available.

Peripheral blood samples were obtained from dogs with hemangiosarcoma or other tumors by a licensed veterinarian or an animal health practitioner as part of medically necessary (biopsy) procedures prior to initiating therapy or at the time of necropsy. Samples from healthy dogs obtained as part of routine diagnostic or well-health procedures were used as controls. Non-hemangiosarcoma diagnoses included non-Hodgkin lymphoma, leukemia, and osteosarcoma. Every sample was obtained with owner consent through protocols reviewed by appropriate Institutional Animal Care and Use Committees.

### Assessment of VHL and Ras gene expression

The procedures used to clone and confirm the sequence of canine VHL are described in the Supplementary Methods (see Additional File 2; Genbank ID numbers GU563722 and GU563723). The nucleotide sequence and the translated amino acid sequence for canine VHL are in Additional File 3, Figure S1. The conditions for RT-PCR to amplify the complete coding sequence from the ATG start codon to the TGA stop codon included forward primer, CGTTGTCTAGGCTCCGGG, reverse primer, GGCTGAGACTCAGGAGTGC, and annealing temperature of 60°C. We used RT-PCR conditions described previously to amplify the complete coding sequence for canine N-Ras, K-Ras, and H-Ras [41].

### Gene expression profiling

Approximately 2.5 μg of RNA were labeled using the Affymetrix labeling protocol (Affymetrix, Santa Clara, CA, USA), with cRNA samples hybridized to Affymetrix Canine_2 gene expression chips as described [40]. One sample was done in duplicate (2 chips) to control for batch effects. The concordance between the data from duplicate chips was >97%. The theoretical principles and the empirical observations used to support the sample size for these experiments a priori were essentially as we described before [40]. The PowerAtlas (http://www.poweratlas.org, ref. [42]) allowed us to obtain an empirical estimate that the imbalanced sample sets used for these experiments with 10 hemangiosarcomas and three splenic hematomas should provide >85% power at α = 0.05 to identify true positives, although the power to identify true negatives could be lower. Bioinformatic analysis followed previously described protocols, including normalization, filtering, assignments of functional ontogeny, and gene set enrichment for pathway identification [40]. All data are available through the Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/ with access number GSE22129 or by searching the term "hemangiosarcoma". These data also are combined with those from our previous study [40] in a GEO SuperSeries (accession number GSE23760). Ingenuity Pathway Analysis (IPA) software v8.6 (Ingenuity Systems, Redwood City, CA, USA) was used to define functions and canonical pathways of genes identified by GSEA using BH multiple testing corrections to assess significance.

### Real-time quantitative RT-PCR (RT-qPCR)

RT-qPCR for TIMP-1, PLZF, and FN-1 was performed at 50°C for 2 min, 95°C for 10 min, and then 40 cycles of 95°C for 15 s and 60°C for 1 min per cycle. Forward primers, reverse primers, and Taqman probes (5' to 3' orientation) were: for TIMP-1 GAGAGCGTCTGCGGATACTTG, TCCGGCGACCAGAAACTC, and ACAGGTCCCAGAACC, for PLZF ACGGACATGGCCGTCTTC, CGCTCTGCGCCTGGAA, and TGCTGTGTGGGAAGC, and for FN-1 GCCAGCCCCTGATTGGA, CCAGCGGTGGCAGTGAAC, and CCCAGTCCACAGGTATA. Each reaction was done in triplicate and normalized to endogenous 18 S gene using Taqman Fast Reagent Starter Kit (ABI).

### Immunostaining

Immunohistochemistry on formalin-fixed and paraffin-embedded tumor samples and immunocytochemistry on freshly grown cells were done at IHC Services (Smithville, TX, USA) as described [23,43]. Antibodies were selected based on known cross-reactivity against the canine protein or on their generation using highly conserved regions of the protein as immunogens. Specifically, we used antibodies against VHL (antibody G-7, Santa Cruz Biotechnology, Santa Cruz, CA, USA), pan-Ras (all family members, antibody C-4, Santa Cruz Biotechnology), Erk 1/2, (antibody MK1, Santa Cruz Biotechnology), phospho-Erk 1/2 (antibody 12D4, Santa Cruz Biotechnology), and platelet-derived growth factor receptor-β (PDGFRβ, antibody P20, Santa Cruz Biotechnology) for immunostaining. Expression of HIF-1α was verified by immunoblotting as described [23,40] using an anti- HIF-1α antibody from Novus Biologicals (Littleton, CO, USA).

## Results

### Mutations of VHL and Ras genes are infrequent in canine hemangiosarcoma

We sequenced the complete coding domains for VHL, N-Ras, K-Ras, and H-Ras from 10 canine hemangiosarcoma cell lines and from four lines derived from splenic hematomas. These genes are infrequently mutated in angiosarcomas of humans and hemangiosarcomas of rodents. Mutations in these genes appear to be similarly infrequent in canine hemangiosarcoma, as each of the tumor samples, as well as the splenic hematoma samples we evaluated in this study had wild-type sequence for VHL and for the three Ras family genes. Expression of VHL and Ras proteins was confirmed by immunostaining in the cell lines (Figure 1), and VHL expression also was verified in eight archival samples representing original tumors used to derive the cell lines by immunohistochemistry (Figure 2). VHL expression in the splenic hematomas was restricted to endothelial cells (shown by black arrows in Figure 2), whereas the protein was uniformly detectable in hemangiosarcoma cells, but not in stromal or inflammatory cells, in the tumor sections. Hemangiosarcoma cell lines expressed HIF1α at approximately comparable levels to those seen in human ACHN renal cell carcinoma cells with wild type VHL (data not shown), suggesting there was no abnormal accumulation of this protein. Immunostaining of Erk1 and Erk2 proteins, which operate downstream from Ras, was barely detectable in each of three cell lines examined, and of the three canine hemangiosarcomas cell lines, only "Frog" showed evidence of constitutively active Erk1 and Erk2 based on positive staining by the presence anti-phospho-Erk antibody (Thr 202 and Tyr 204). Phospho-Erk1/2 proteins in this cell line were restricted to the cell membrane in areas of cell-to-cell contact at the periphery of large multicellular clusters (see Additional File 4, Figure S2), and were not seen in individualized cells or in cells forming smaller clusters, suggesting activation was probably mediated by intercellular signaling. These findings provide further evidence that abnormal activation of the VHL and Ras pathways is not a common occurrence in canine hemangiosarcoma. Indeed, the probability that we would observe no mutations if the sample size had a binomial distribution and the mutation rate were high as 0.28 is approximately 1%. Therefore, we conclude that the frequency of VHL or Ras mutations in sporadic canine hemangiosarcoma is unlikely to exceed 30%.

**Figure 1:**
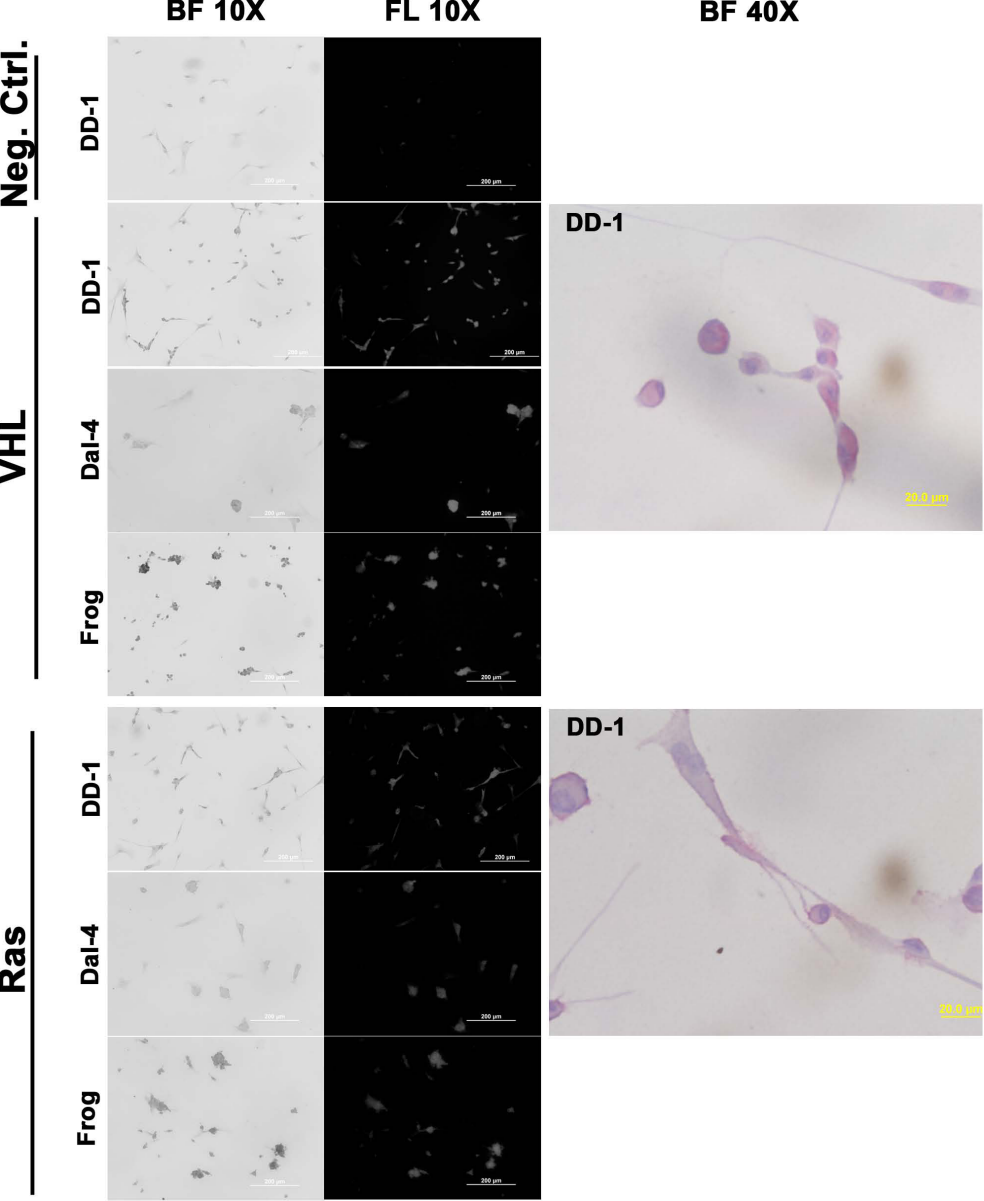
**Expression of VHL and Ras proteins in canine hemangiosarcoma cell lines**. DD-1, Dal-4, and Frog canine hemangiosarcoma cell lines were cultured in chamber slides and stained with an irrelevant control antibody, or with antibodies against VHL or pan-Ras as indicated on the left. Cells were visualized using bright field microscopy at low magnification (10× objective, BF 10×) and staining in the same fields was visualized using epifluorescence (FL 10×). Bars = 200 μm. Right panels show photomicrographs of DD-1 cells under bright field illumination at high magnification (40 × objective, BF 40×) to illustrate the localization of VHL to the cytoplasm and the localization of Ras predominantly to the inner plasma membrane (red staining). Bars = 20 μm.

**Figure 2:**
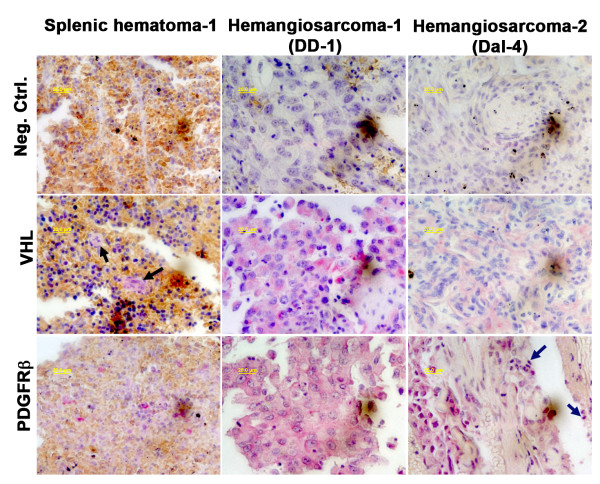
**Expression of VHL and PDGFRβ proteins in canine splenic hematoma and in canine hemangiosarcoma tissues**. Serial 5-μm sections from paraffin-embedded splenic hematomas or hemangiosarcomas were stained with an irrelevant control antibody, or with antibodies against VHL or PDGFRβ as indicated on the left. Photomicrographs represent similar or contiguous regions within each tissue at 640× magnification. Two samples of splenic hematomas and eight samples of canine hemangiosarcoma were stained for VHL. Both splenic hematomas and five hemangiosarcomas were stained for PDGFRβ. One of the splenic hematomas and two hemangiosarcomas (the tumors used to derive the DD-1 and Dal-4 cell lines) are shown to illustrate the observed patterns. Expression of relevant antigens is indicated by red staining. VHL staining in the splenic hematomas was restricted to blood vessel lining cells (black arrows), whereas in the hemangiosarcomas, VHL staining was seen diffusely in the tumor cells, but not in associated inflammatory cells. In contrast, PDGFRβ staining was seen in blood vessel lining cells in the splenic hematomas, but was seen both in tumor cells and in associated inflammatory cells in the hemangiosarcomas (blue arrows). Bars = 20 μm

### Gene expression analysis segregates canine hemangiosarcoma cells from proliferating endothelial cells of splenic hematoma

We hypothesized that hemangiosarcoma cells would be distinguishable from non-malignant proliferating endothelial cells, such as those found in splenic hematoma, based on gene expression profiles. We further hypothesized that these profiles would be informative for the pathogenesis of this disease. We chose to evaluate gene expression profiles in the low passage cultured cells, which we surmised would provide a more homogeneous population than fresh tumor samples by excluding non-malignant stromal components and inflammatory cells, mitigate genes associated with phenotypic endothelial commitment, and diminish the influence of differential proliferative signatures. Nonetheless, it was likely that hemangiosarcoma cells would preserve signatures associated with incomplete differentiation.

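The comparison set cultured tumor cells against cultured cells of a non-malignant lesion. Cell lines from 10 canine hemangiosarcomas, each from a separate dog, and cultures from 3 splenic hematomas, from the dogs Pippin, Baxter and Kylie, were each represented by 1 Canine_2 array. On this array a gene is read by 1 or more probe sets. The authors' deposited table holds 43035 of them on 34 arrays as log2 values from RMA, a method that corrects the background, gives the arrays a common distribution and summarizes each probe set. From there, 175 control probe sets were left out, and the groups were compared probe set by probe set with limma, a linear model that shares the estimate of variance among genes. P values were adjusted by the Benjamini-Hochberg method, and a probe set passed at an adjusted p of 0.1. Of the probe sets, 29264 carry 1 gene symbol, 439 carry several and 13332 carry none, and only those with 1 symbol were read as genes. RNA quality was read from the actin control, whose 3′ end exceeded its 5′ end by 0.65 ± 0.41 on the log2 scale (SD, n = 10) in hemangiosarcoma lines and by 0.19 ± 0.37 (SD, n = 3) in hematoma cultures. The hybridization control signal of the hematoma Kylie, 10.16, stood above those of Pippin and Baxter, 9.48 and 9.45, and of all 10 hemangiosarcoma lines (9.25 to 9.78). In simulated data, changes of known size were added to 50 probe sets each. The fit found 42% of those of 1 log2 unit and 92% of those of 2, and 18 of its 184 calls were false. Of 100 splits of the real arrays, the real one included, 6 gave at least as many calls as the real groups. The simulated share of false calls is therefore not carried over to the real calls. The number of hematoma arrays limits the precision of every difference between the groups.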

RNA from ten hemangiosarcomas and from three splenic hematomas was processed and hybridized to Canine_2 Affymetrix chips. After data were normalized and filtered, a list of 14,028 genes remained that allowed comparisons between the two sample sets. 

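More connective tissue genes than genes of blood cells could be compared. Of 28 listed marker genes of mural cells and fibroblasts, the cells that surround vessels and build matrix, 25 lay above their array's median on at least 3 of the 13 arrays, as did 34 of 38 genes induced by low oxygen. By the same rule 15 of 30 endothelial markers could be compared, 7 of 22 myeloid markers and 4 of 20 lymphocyte markers, where genes without a probe set of their own count as not compared. In all, 23292 of 42860 probe sets met the rule.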

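ChadG4, a line from a golden retriever, and Dal4, a line from a Dalmatian, stood apart from the other 8 hemangiosarcoma lines when the 13 arrays were grouped by average linkage on their correlations. The 3 hematoma cultures fell in 1 group with those 8 lines, so that 5 arrays were misplaced when the tree was divided into 2 groups. Divided into 3, ChadG4 and Dal4 parted and the other arrays stayed together. These divisions do not show whether the hematomas form a branch of their own within that group. Hemangiosarcoma lines correlated with one another at 0.920 on average (0.857 to 0.967). Hematoma cultures correlated with one another at 0.906 and with hemangiosarcoma lines at 0.901. In an exact test over all ways of choosing 3 of the 13 arrays, arrays of different groups were less alike than arrays of the same group with p = 0.0594. With only the 58 probe sets of the paper's signature, which were selected for their difference on these samples, the same grouping misplaced 0 arrays. That last run was chosen after the data were seen.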

Hierarchical clustering from this list separated the samples into two main groups, consisting of hemangiosarcoma and splenic hematoma (Figure 3A). Within the hemangiosarcoma group, two major subgroups also separated golden retrievers from non-golden retrievers [40]. 

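Among the 10 hemangiosarcoma lines, Dal4 alone split off and the 6 golden retriever lines stayed with the lines from a Rottweiler, a Portuguese Water Dog and a golden retriever cross, which misplaced 3 arrays. Golden retriever lines correlated with one another at 0.925, other lines with one another at 0.906, and lines across the groups at 0.918 (exact test, p = 0.3). As lists, inflammatory genes, with a median log2 difference of +0.44 over 14 genes, and angiogenic factors, with +0.34 over 17 genes, had higher values in golden retrievers, but both calls were lost with an estimated correlation and no member of either list passed. The rank test camera gave the inflammatory list an adjusted p of 4.04e-04 (adjusted p = 0.138 with an estimated correlation) and the angiogenic list 0.00792 (adjusted p = 0.138 with an estimated correlation). Other lists leaned the same way: 14 of 15 were placed higher in golden retrievers, among them proteinases with their inhibitors and adhesion genes (camera, adjusted p = 0.00259, and adjusted p = 0.138 with an estimated correlation) and the paper's recurrent genes (0.00243, and 0.187). A higher placing was thus not limited to the inflammatory and angiogenic lists. Whether these 2 lists shifted more than the others was not tested. IL8 (CXCL8), a cytokine that draws neutrophils, differed by +1.59 (standard error 0.86), COX-2 (PTGS2), which makes prostaglandin precursors, by +1.25 (standard error 1.21), and VEGFA, a growth factor for vessels, by −0.16 (standard error 0.34), each with an adjusted p of 0.999. Of 22206 probe sets, limma passed 0 at an adjusted p of 0.1, with 228 higher and 513 lower in golden retrievers at an unadjusted p under 0.05, and Student's t-test passed 0. Without ChadG4 the count was 1.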

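Among named genes the largest difference that passed, that of MAOA, was a decrease in the tumor cells. A lower gene, WFDC1, and a higher one, PLPPR5, differed by similar amounts. MAOA, the mitochondrial enzyme that breaks down monoamines, had a mean log2 level of 5.15 ± 1.53 (SD, n = 10) in hemangiosarcoma and 10.27 ± 0.52 (SD, n = 3) in hematoma, a difference of −5.12 (standard error 0.84, adjusted p = 0.0389 from limma), and its second probe set differed by −5.66. WFDC1, a secreted protein with a protease inhibitor domain, differed by −4.35 (standard error 0.47, adjusted p = 0.00162). Higher in hemangiosarcoma were PLPPR5, a membrane protein of growing neurites, by +4.23 (standard error 0.55, adjusted p = 0.00775), OSMR, the receptor for oncostatin M, by +2.30 (standard error 0.34, adjusted p = 0.0177), and EPHA2, a receptor tyrosine kinase for ephrins, by +1.99 (standard error 0.34, adjusted p = 0.0432). In all, 62 probe sets passed, 31 higher and 31 lower in hemangiosarcoma, for 30 genes. At an adjusted p of 0.05 there were 38 probe sets, 18 higher and 20 lower. WFDC1 kept its call when any 1 hematoma was left out, whereas EPHA2, OSMR, PLPPR5 and the MAOA probe set at −5.12 lost theirs without Baxter (+1.46, +1.94, +4.21 and −5.07, adjusted p = 0.226, 0.177, 0.101 and 0.218). The count was 7 without Baxter, all lower, 166 without Pippin and 39 without ChadG6. Other filters, tests and sample sets gave from 10 to 181.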

When the False Discovery Rate (FDR) was set to <0.1, we uncovered a 58-probe signature representing 30 genes, four predicted genes, and nine transcribed loci, which was differentially expressed between both groups. 

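KIF5C, a motor protein of neurons, was higher in hemangiosarcoma by +2.28 (standard error 0.31, adjusted p = 0.0103 from limma) and by +1.95 with a second probe set. DOK6, an adaptor of receptor tyrosine kinases, was higher by +3.83 (standard error 0.57, adjusted p = 0.0177), and CPT1C, a carnitine palmitoyltransferase of the brain, by +1.88 (standard error 0.28, adjusted p = 0.0177). NRP1, a co-receptor for semaphorins and VEGF, was lower by −1.83 (standard error 0.33, adjusted p = 0.0497), while its other probe sets, at −0.84 to −2.11, did not pass, and PI15, a secreted protease inhibitor, was lower by −3.76 (standard error 0.67, adjusted p = 0.0489) with a second probe set at −0.18 that did not pass. ROR1, an orphan receptor kinase, at −1.50, and a probe set for the transcription factor MYCN, at −1.97, lay below the intensity filter. Without Baxter the higher genes KIF5C, DOK6 and CPT1C lost their calls at +2.33, +3.40 and +1.83 (adjusted p = 0.101, 0.204 and 0.169), and PI15 and NRP1 lost theirs without Baxter (−3.72 and −1.89) or Kylie (−3.84 and −1.62), so the calls ended while the differences stayed near their size. Of the signature's 58 probe sets, 20 higher and 38 lower in the paper's list, all 58 had the same direction here and 46 passed. In 46 of the 48 within the filter no hemangiosarcoma line overlapped any hematoma culture, but the study selected them for their difference on these arrays. The 16 probe sets that passed here without being on that list include NID1, a basement membrane linker, at −2.96, and TMEFF2, a transmembrane protein with follistatin domains, at +3.39.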

A heatmap using these differentially (over- or under-) expressed probes is shown in Figure 3a, and the genes are listed in the order they appear in the heatmap in Table S2 (see Additional File 5). 

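PDGFRB, the receptor by which pericytes answer PDGF, was lower in hemangiosarcoma by −2.44 (standard error 0.47, adjusted p = 0.0734 from limma) and by −1.27 with its second probe set, and MYH10, a non-muscle myosin, by −3.05 (standard error 0.57, adjusted p = 0.07). TNFRSF14, a receptor of the TNF family, was lower by −1.84 (standard error 0.35, adjusted p = 0.0734), with 2 other probe sets at −0.95 and −1.19 that did not pass, and SEPTIN4, a GTP-binding cytoskeletal protein, by −2.38 (standard error 0.43, adjusted p = 0.0497). Of 25 mural and fibroblast genes PDGFRB alone passed and 24 did not (0 higher and 2 lower when adjusted over the list alone). Their median was −0.32, with 19 negative and 6 positive. As a list they shifted lower with camera (adjusted p = 0.0147), a call lost with an estimated correlation (adjusted p = 0.513 with an estimated correlation) and without Kylie (p = 0.181). Of 27 genes of the cell cycle none passed and 24 were negative, with a median of −0.44, lower as a list with camera (adjusted p = 0.0322, and adjusted p = 0.698 with an estimated correlation). Without Baxter that median was +0.26 (p = 0.656), and without Pippin it was −1.32. PDGFRB lost its call without any 1 hematoma, at −2.21 to −2.67, MYH10 and TNFRSF14 without Baxter (−3.32 and −1.91) or Kylie (−2.46 and −1.69), and SEPTIN4 without Baxter (−1.72, adjusted p = 0.275).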

A functional annotation is provided in Table S3 (see Additional File 6).

**Figure 3:**
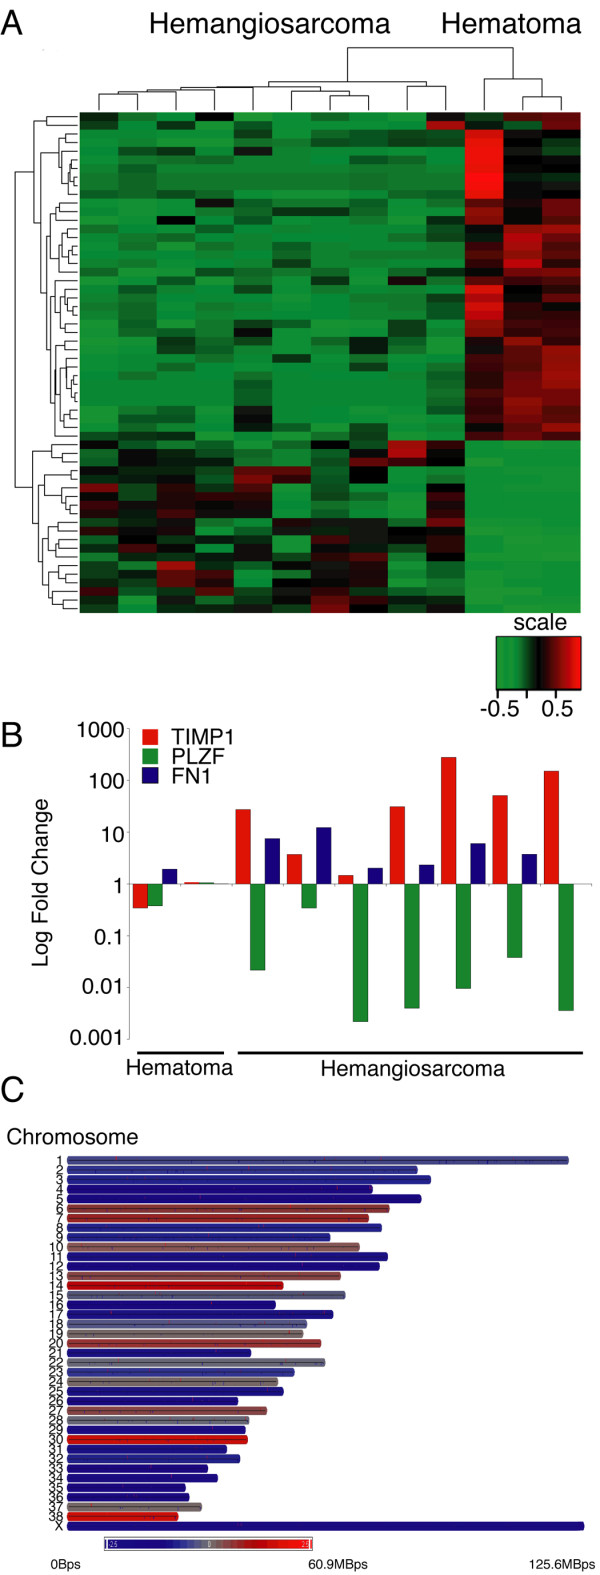
**Canine hemangiosarcoma cells segregate from non-malignant splenic hematoma cells via their gene expression profile**. (A) Hierarchical clustering and heat map of differentially expressed genes in 10 hemangiosarcoma samples versus three splenic hematoma samples. Increasing red intensity indicates increased gene expression and increasing green intensity indicates decreased gene expression as shown in the scale bar. The scale (-1 to +1) reflects variation in intensity from the mean (0) and not fold-change. Fold-change differences are shown in Table S2. (B) Quantitative expression and graphical representation of 2 genes shown in Figure 2A (TIMP-1 and PLZF) and 1 additional gene (FN-1) that were differentially expressed between hemangiosarcoma and splenic hematoma cells. Samples were evaluated for gene expression changes by RT-qPCR, normalized to the endogenous 18 S gene. One sample originating from a dog with splenic hematoma was set to the unitary value (1.0) and used as the calibrator; gene expression is presented as the log fold-change compared to the calibrator. (C) Genes whose expression was significantly different (p <0.05) between hemangiosarcomas and splenic hematomas based on analysis of variance of the complete filtered lists were plotted according to their cytogenetic location on the 38 canine autosomes and the X chromosome. The color intensity for each chromosome (red-over represented to gray to blue-under represented) represents the sum of all changes.

Microarray data were validated by rigorous statistical tests; however, we verified changes by RT-qPCR of TIMP-1 and PLZF, two genes expressed abnormally in other cancers [44,45]. 

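TIMP-1 (TIMP1), the secreted inhibitor of matrix metalloproteinases, was higher in hemangiosarcoma cells. Its mean log2 level was 14.08 ± 0.69 (SD, n = 10) in hemangiosarcoma and 11.64 ± 0.84 (SD, n = 3) in hematoma, a difference of +2.44 (standard error 0.44), or 5.42-fold (adjusted p = 0.0497 from limma). All 10 lines lay above the highest hematoma culture, at 12.54. The highest line, at 14.68, lay near the highest value on any array, 14.98. Whether the top of the scale limits the fold was not tested. Over all regroupings of the arrays the exact p was 0.0035, the smallest that 10 and 3 arrays can give. The difference was +2.05 without Pippin (adjusted p = 0.119) and +2.37 without Baxter (adjusted p = 0.275), both beyond the threshold.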

TIMP-1 expression was estimated to be, on average, 7 fold higher in hemangiosarcomas than in splenic hematomas based on microarray data, whereas RT-qPCR showed changes as large as +800 fold (Figure 3B). 

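PLZF (ZBTB16), a zinc finger repressor of transcription that acts in myeloid development, was read by 2 probe sets that differ. With the probe set that Table S2 lists, its mean log2 level was 4.79 ± 0.53 (SD, n = 10) in hemangiosarcoma and 7.02 ± 1.01 (SD, n = 3) in hematoma, a difference of −2.24 (standard error 0.39, adjusted p = 0.0462 from limma), which is 4.71-fold lower in hemangiosarcoma. In 9 of 10 lines it lay below the lowest hematoma culture, at 5.89. The hemangiosarcoma mean lay below the medians of the arrays (5.57 to 5.77), and whether low signal limits the fold was not tested. The call was lost without Pippin (−1.83, adjusted p = 0.110) and without Baxter (−2.08, adjusted p = 0.276). With the other probe set the levels were 5.61 ± 0.23 (SD, n = 10) and 5.41 ± 0.12 (SD, n = 3). The difference of +0.20 did not pass (standard error 0.15, adjusted p = 0.668 from limma). Across both groups this probe set ranged only from 5.30 to 6.08, close to the medians of the arrays. Whether it responds to the transcript was not tested.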

In the case of PLZF, expression in hemangiosarcoma was estimated to be, on average, 10.5 fold lower in hemangiosarcomas than in splenic hematomas based on microarray data, and indeed, PLZF levels were 10 to 500 fold lower in hemangiosarcoma samples based on RT-qPCR.

According to the Power Atlas prediction, the likelihood that genes on our list were true positives was high, but the expected discovery rate might have been low. We selected Fibronectin (FN-1), a gene involved in wound healing, blood coagulation, and cancer metastasis [46], as a representative candidate that showed significantly different expression in hemangiosarcoma and splenic hematoma, but did not meet the initial FDR criteria. 

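FN-1 (FN1), the adhesive glycoprotein of the extracellular matrix, had a mean log2 level of 14.07 ± 0.34 (SD, n = 10) in hemangiosarcoma and 13.47 ± 0.58 (SD, n = 3) in hematoma, a difference of +0.60 (standard error 0.25), or 1.52-fold. It did not pass (adjusted p = 0.475 from limma, unadjusted p = 0.031, exact p = 0.0315). Its other 3 probe sets differed by +0.22 to +0.89 and did not pass either.

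**Figure D1:**
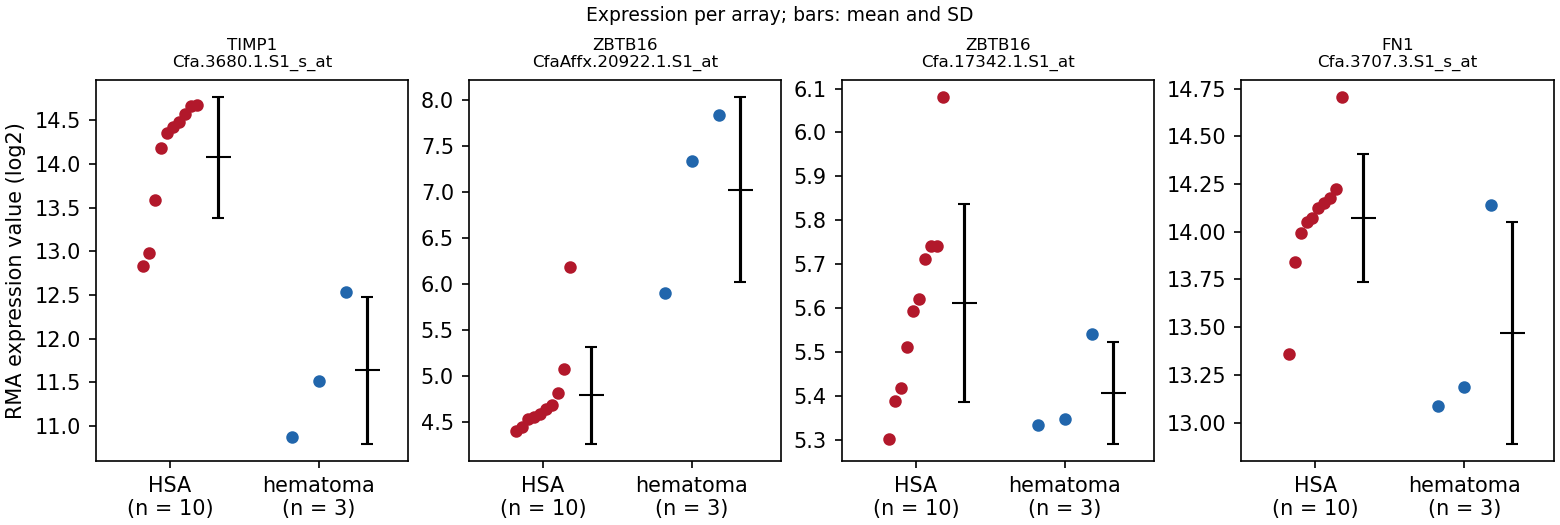
Log2 RMA values of TIMP1, ZBTB16 (both probe sets) and FN1 on each array of hemangiosarcoma lines (HSA, n = 10) and hematoma cultures (n = 3). Points are single arrays; bars are mean and SD.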

FN-1 expression in hemangiosarcoma samples was estimated to be, on average, 2 fold higher in hemangiosarcomas than in splenic hematomas based on microarray data, and RT-qPCR confirmed expression was increased by 2 to 12 fold (Figure 3B).

When all of the genes showing significantly different levels of expression were arranged according to their cytogenetic location, hemangiosarcoma genomes showed remarkable underexpression (commonly absent) compared to the splenic hematoma genomes (Figure 3C). These changes are similar to those reported for various other tumors [47] and could be caused by deletions, translocations, or epigenetic changes such as methylation. These data also show the sensitivity of this approach. 

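Genes that differed lay on all chromosomes, and more of them were higher than lower in hemangiosarcoma. Of 9261 genes with a position on 39 chromosomes, 508 were higher and 376 lower at an unadjusted p under 0.05 (limma, 10 and 3 arrays). Lower genes were in the majority on 16 chromosomes, higher genes on 18, and 5 had equal numbers. Chromosome 20, with 39 higher and 8 lower genes (adjusted p = 2.16e-04, binomial test against equal numbers), and chromosome 1, with 43 and 17 (adjusted p = 0.0208), were uneven, both toward higher levels in hemangiosarcoma. Against the share of lower genes over all chromosomes, a test chosen after the data were seen, chromosome 20 (adjusted p = 0.0118) and, toward lower levels, chromosome 12 were uneven, with 7 higher and 20 lower genes and the lowest sum of changes, −16.2 (adjusted p = 0.0263, and 0.149 against equal numbers), whereas chromosome 1 was not (adjusted p = 0.207). Neighboring genes are not independent, which the binomial test leaves out. RMA gives the arrays a common distribution, which may hide a general shift in expression from these counts. With arrays centered on their medians, the probe sets passing at an adjusted p of 0.1 were 25 higher and 33 lower, against 31 and 31.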

There were 3 females in the hemangiosarcoma group (30%) and 2 females in the splenic hematoma group (67%). As one would predict from these ratios, genes in the X chromosome appeared to be consistently underexpressed in the hemangiosarcoma group.

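The median of X-linked genes lay close to that of autosomal genes. Of 245 measured X-linked genes, 11 were higher and 11 lower in hemangiosarcoma at an unadjusted p under 0.05. The sum of these 22 changes, −6.78, was the second lowest of 39 chromosomes, and −1.66 without MAOA, which lies on X. The median log2 difference of the 245 genes was +0.016, against +0.035 for 9016 autosomal genes, a gap of −0.018 (camera, p = 0.591, and p = 0.872 with an estimated correlation). In males alone the gap was −0.011 (p = 0.741). By the list of dogs in Table S1, 3 of the 10 hemangiosarcoma lines and 1 of the 3 hematoma cultures on the arrays came from females.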

### Canine hemangiosarcoma gene signatures are distinct and do not reflect simply malignant transformation

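Tumor lines were set here against tumors of other lineages from the same breed. The arrays were those of 6 hemangiosarcoma lines (ChadG4, ChadG6, ChadG8, Frog, Journey and Tucker), 5 osteosarcoma lines, 3 leukemias and 13 lymphomas, all of golden retrievers in the paper's description. The sample label of the leukemia Rascal gives a golden retriever mix instead. The hemangiosarcoma and osteosarcoma cells were cultured, whereas the leukemias and lymphomas were primary cells, so against these tumor type and culture differ together. Starting from the authors' RMA values on the log2 scale, hemangiosarcoma was compared with all 21 other tumors by limma at an adjusted p of 0.001, and then with osteosarcoma alone at 0.05 and with leukemia and lymphoma alone at 0.001. A probe set was tested if it lay above its array's median on at least 6 arrays (5 for osteosarcoma alone). In simulated data the fit found 26% of added changes of 1 log2 unit and 64% of changes of 2, with 0 of 130 calls false. Control probe sets for the hybridization spikes were lower on hemangiosarcoma arrays, with a mean log2 signal of 9.61 against 10.5 on the arrays of other tumors, and no hemangiosarcoma array reached the lowest of the others. For the actin control, the 3′ end exceeded the 5′ end by 2.66 ± 0.67 (SD, n = 3) in leukemia, 1.14 ± 0.53 (SD, n = 5) in osteosarcoma and 0.52 ± 0.92 (SD, n = 13) in lymphoma.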

To establish whether these changes were specific to hemangiosarcoma, or if they were simply associated with any malignancy, we compared array data from six hemangiosarcoma samples with data from five osteosarcomas, three leukemias, and 13 non-Hodgkin lymphomas. We used samples from golden retrievers exclusively as a way to minimize the potential bias that breed (genetic background) might introduce on gene expression signatures [40,48]. This comparison yielded 1,092 probes with FDR < 0.001, suggesting that indeed, hemangiosarcomas have unique gene expression signatures. Specifically, if we limited the analysis to the 58 differentially expressed probes from the analysis shown in Figure 3A and Table S2, hemangiosarcomas were readily segregated from the other tumors and from the non-malignant endothelial cells (Figure 4A), suggesting at least ~30 genes show relatively unique and consistent patterns of coordinate expression in hemangiosarcoma cells. Moreover, hemangiosarcoma samples also were readily distinguishable from the non-hemangiosarcoma samples by principal component analysis using unfiltered data (Figure 4B).

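KRT8, a keratin of simple epithelia, set hemangiosarcoma lines apart most clearly, at 9.57 ± 0.82 (SD, n = 6) against 3.20 ± 0.20 (SD, n = 21) in the other tumors, a log2 difference of +6.36 (standard error 0.19, adjusted p = 3e-19 from limma). VEGFC, a growth factor for lymphatic endothelium, was higher by +5.12 (standard error 0.72, adjusted p = 9.32e-06), HAS2, which makes hyaluronan, by +5.23 (standard error 0.30, adjusted p = 3.93e-13), and EPHA2 by +3.60 (standard error 0.23, adjusted p = 3.98e-12). Lower were CELF2, a regulator of splicing, by −6.91 (standard error 0.49, adjusted p = 7.91e-11), and PSMB8 and PSMB9, subunits of the immunoproteasome, by −5.70 and −5.16 (adjusted p = 8.17e-05 and 3.35e-05). Against osteosarcoma lines KRT8 differed by +6.58, the follistatin domain protein TMEFF2 by +6.60 and the chemokine receptor ACKR3 by −5.18 (adjusted p = 2.54e-06, 9.23e-06 and 1.89e-05). Against leukemia and lymphoma, CAV1, the coat protein of caveolae, was higher by +8.69 and lysozyme (LYZ) lower by −9.23 (adjusted p = 2.58e-14 and 1.82e-16). Of 25266 probe sets, 1988 passed against all other tumors, 1364 higher and 624 lower, for 1094 genes, while the control signal differed by −0.92 between the same groups. Against osteosarcoma 3619 of 22128 passed (2094 higher, 1525 lower), and against leukemia and lymphoma 6397 of 24551 (3592 higher, 2805 lower). The first count was 941 without Frog, 1012 without ChadG6, 1031 without ChadG8, 1142 without Journey and 1244 without ChadG4, and ranged from 906 to 10272 with other filters, weights and sample sets. The osteosarcoma count was 2204 without Frog and 2409 without OSCA59. From such a count the paper proposes that hemangiosarcomas carry an expression signature of their own.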

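Several genes that set hemangiosarcoma lines apart from hematoma cultures also set them apart from other tumors. EPHA2, OSMR and TMEFF2 were higher in both comparisons, and against osteosarcoma EPHA2 was higher by +2.86 (adjusted p = 5.38e-05 from limma) and PDGFRB lower by −2.70 (adjusted p = 0.00891). On the signature's 58 probe sets, average linkage divided into 3 groups kept the 6 hemangiosarcoma lines to themselves, with the hematomas joined to osteosarcoma and leukemia to lymphoma. Divided into 2 groups, the arrays fell into hemangiosarcoma, hematoma and osteosarcoma on one side and leukemia and lymphoma on the other. Against all other tumors 17 of 43 tested probe sets of the signature passed, all in the direction seen against hematoma. Against osteosarcoma it was 21 of 39, all in that direction, and against leukemia and lymphoma 22 of 36, with 21 in that direction. Of all probe sets that passed against hematoma, 19 were also higher and 2 also lower against other tumors, where independent lists would share 1.75 and 0.470. The 2 comparisons share 6 arrays, which independent lists leave out, so the excess is not read as a shared effect. In simulated arrays without group differences, 87.5% of the probe sets furthest from hematoma had the same direction against other tumors, and 84.6% of those that passed did here. Read from the other-breed lines against hematoma, 44 of 52 did, but all lines together had chosen these probe sets. With the lines parted so that no array was shared, 41 of the 62 probe sets of lowest p between the other-breed lines and hematoma had the same direction in golden retriever lines against other tumors. The log2 differences were also compared over all 22596 probe sets tested in both comparisons. They correlated at 0.132, where arrays without group differences gave 0.327, and at 0.0489 when no array was shared. Group differences widen the spread that a correlation is divided by, so 0.132 and 0.327 cannot be compared. The covariance was 0.0734, against 0.0374 in arrays without group differences. Against osteosarcoma alone, with no array shared, 54 of 62 had the same direction and the correlation was 0.261. Against leukemia and lymphoma it was 42 of 62, with a correlation of 0.0330.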

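Cultured cells and primary blood cell tumors made up the main contrast. On the first component, with 52.4% of the variance of all probe sets, hemangiosarcoma lines had a mean of 139, hematoma cultures 140 and osteosarcoma lines 116, against −93.5 in leukemia and −120 in lymphoma. The second component, with 10.5%, placed hemangiosarcoma at 21.2, hematoma at 34.6 and osteosarcoma at −47.7, and the third, with 5.88%, at 27.6, 27.0 and −54.6. Over these 3 components the distance between the centers of hemangiosarcoma and hematoma was 13.5, with a mean distance of 18.4 of the hemangiosarcoma lines from their own center, and 2 of 3 hematoma cultures lay within the range of the lines. Baxter lay within it on the first and second and outside on the third, at 15.7 against 16.0 for the lowest line. Distances to the other tumors were 110 for osteosarcoma, 257 for leukemia and 260 for lymphoma. Exact tests by regrouping arrays gave p = 0.44 for hematoma, 0.00216 for osteosarcoma, 0.0119 for leukemia and 3.69e-05 for lymphoma. These tests by pair were added after the designed test, of the distance to the nearest group, which is hematoma, had given a permutation p of 0.968.

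**Figure D2:**
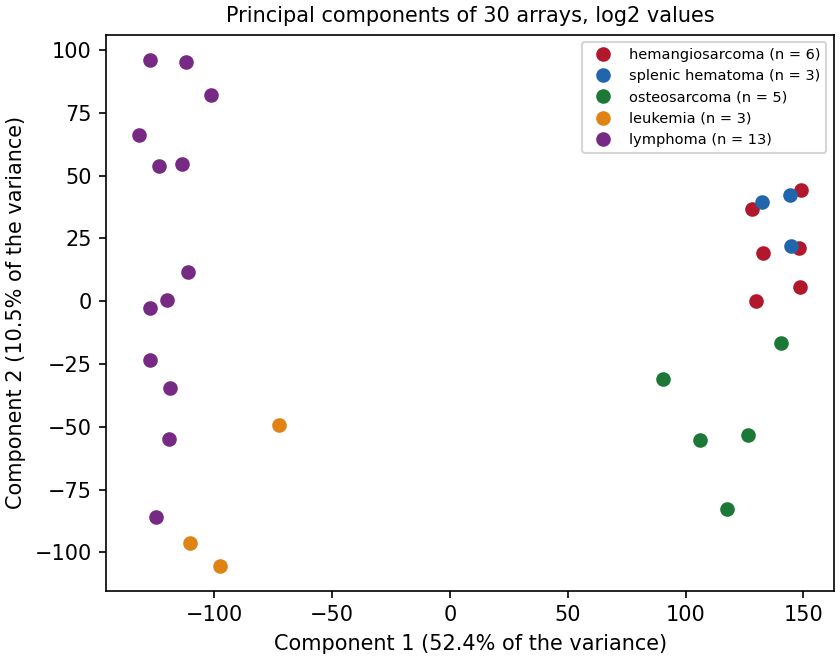
First and second principal components of 30 arrays from all probe sets on the log2 scale. Each point is 1 array, colored by group, and the axes give the percent of the variance.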

**Figure 4:**
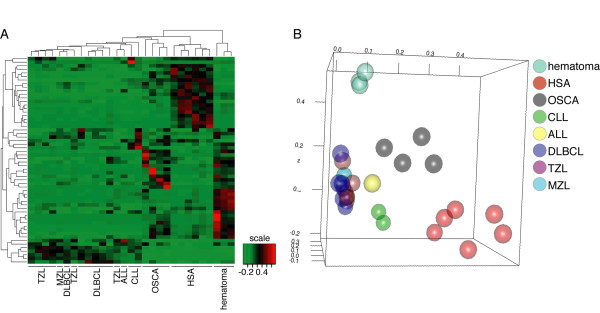
**Hemangiosarcoma is distinguishable from both non-malignant and other malignant tumors**. (A). Hierarchical clustering of tumor samples or non-malignant lesions (hematoma) from golden retrievers. Tumor samples were from osteosarcoma cell lines (OSCA), primary leukemia (ALL-Acute lymphoblastic leukemia or CLL-Chronic lymphocytic leukemia) or non-Hodgkin lymphoma (diffuse large B-cell lymphoma, marginal zone lymphoma, or T-zone lymphoma) cells, or hemangiosarcoma cell lines (HSA). Hierarchical clustering was done using the restricted probe list from Table S2. (B) Principal component analysis (PCA) of tumor samples and non-malignant lesions described in (A), except analysis was done using all data points.

Genes that were expressed at significantly higher levels in hemangiosarcomas than in non-hemangiosarcoma tumors (osteosarcoma, non-Hodgkin lymphoma, and leukemia) included VEGFA, TIMP-1, FN-1, ADAM9, PDGFC, MMP14, TNFα, and acid ceramidase, which also were more highly expressed in hemangiosarcomas than splenic hematomas. This gene signature suggested inflammatory and angiogenic pathways play a significant role in the pathogenesis of hemangiosarcoma. Moreover, hemangiosarcomas might preferentially utilize survival pathways involving ceramide signaling, which may be less commonly used by other tumors.

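PDGFC, a ligand of PDGF receptors, and the membrane-bound collagenase MMP14 were higher in hemangiosarcoma than in the other tumors by +4.00 (standard error 0.43, adjusted p = 1.87e-07 from limma, 6 and 21 arrays) and +2.91 (standard error 0.47, adjusted p = 5.42e-05). Acid ceramidase (ASAH1), which splits ceramide in lysosomes, was higher by +2.98 (standard error 0.51, adjusted p = 1e-04). For VEGFA, which drives vessel growth, the difference was +3.69 (standard error 0.86, adjusted p = 0.00182), for TIMP-1 +4.74 (standard error 1.12, adjusted p = 0.00204), for FN-1 +5.24 (standard error 1.33, adjusted p = 0.00344) and for the sheddase ADAM9 +2.29 (standard error 0.62, adjusted p = 0.00571), none within the threshold of 0.001. Another probe set did pass for VEGFA (+4.03), FN-1 (+6.88) and ADAM9 (+2.79). The cytokine TNFα (TNF) had lower values in hemangiosarcoma, by −2.03 (standard error 0.59, adjusted p = 0.00892). Against osteosarcoma PDGFC, TIMP-1 and FN-1 rose, by +2.54, +1.37 and, with another probe set, +2.82 (adjusted p = 0.00873, 0.00325 and 0.0184). VEGFA (+0.46), ADAM9 (+0.14), MMP14 (+1.24) and ASAH1 (+1.32) did not pass, though a second ASAH1 probe set did (+1.52). Against leukemia and lymphoma 7 of the 8 genes rose, VEGFA by +4.69 and ADAM9 by +2.96, and TNF fell by 2.52 (adjusted p = 4.18e-04). Against hematoma TIMP-1 passed, while VEGFA (+1.08, adjusted p = 0.431), PDGFC (+1.45, 0.475), MMP14 (−0.15, 0.931), ADAM9 (−0.52, 0.508) and ASAH1 (−0.18, 0.847) did not, and TNF (−0.01) lay below the intensity filter. The comparison with hematoma used all 10 lines. For ASAH1 golden retriever lines were at 12.72, other-breed lines at 11.85 and hematomas at 12.55, so its sign depends on the lines taken. Without Baxter VEGFA was +0.49, PDGFC +0.97 and MMP14 +0.24, without Kylie MMP14 was −0.87, and without Pippin TNF was +0.05.

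**Figure D3:**
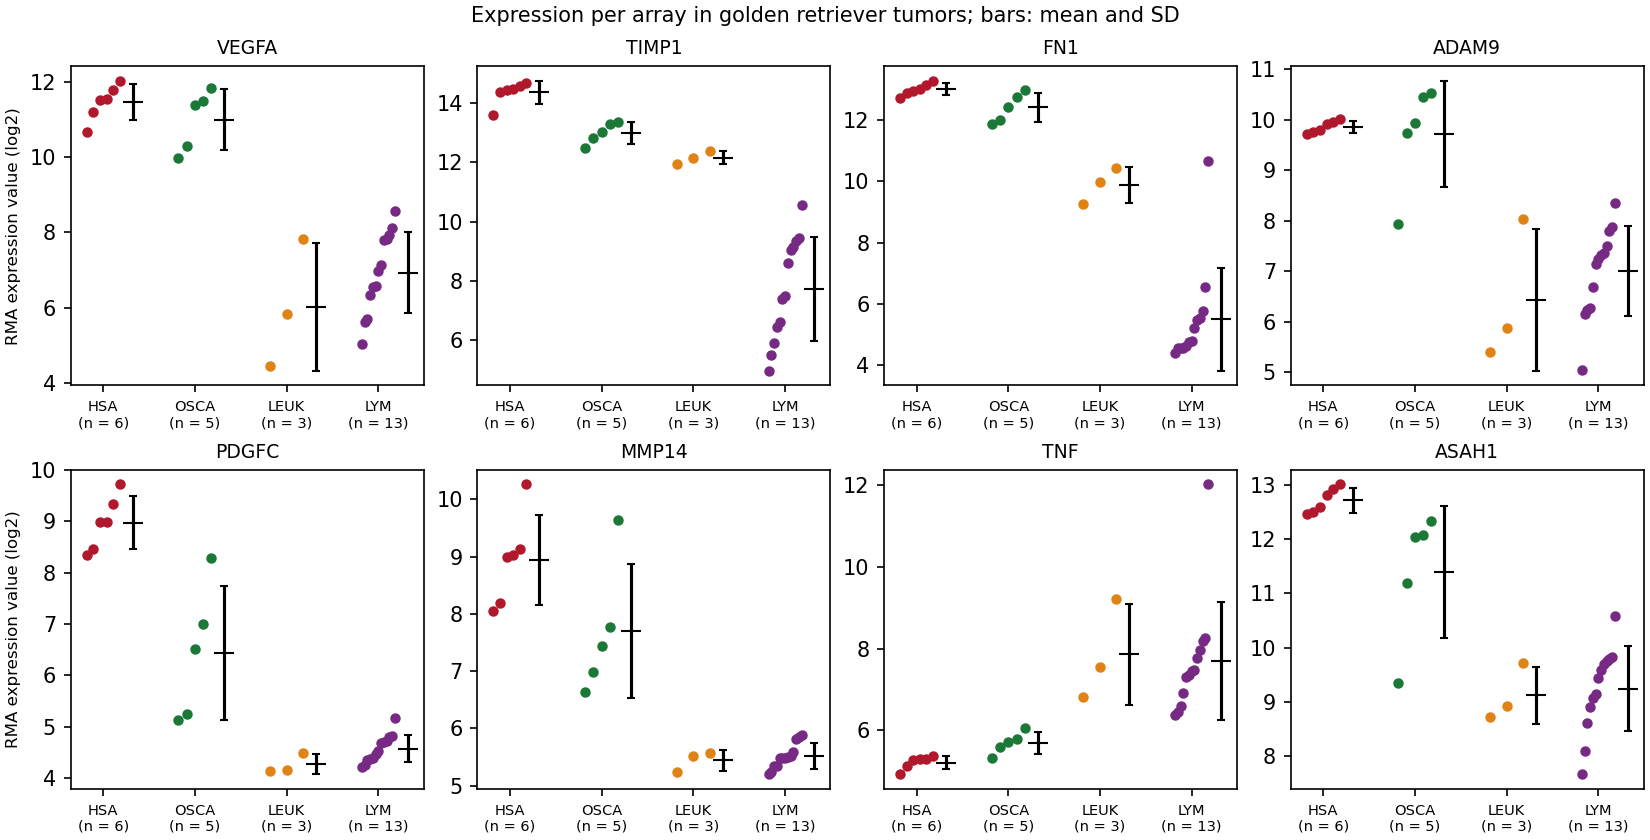
Log2 RMA values of the 8 genes on each golden retriever array: hemangiosarcoma (HSA, n = 6), osteosarcoma (OSCA, n = 5), leukemia (LEUK, n = 3) and lymphoma (LYM, n = 13). Points are single arrays, with 1 probe set per gene; bars are mean and SD.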

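Some angiogenic factors were higher in hemangiosarcoma than in the other tumors, and inflammatory genes went both ways. Of 20 angiogenic factors 7 rose and 13 did not pass (9 higher and 0 lower when adjusted over the list alone), among them the matricellular protein CCN2 (+5.71, adjusted p = 7.41e-04 from limma), FGF2 (+3.78, 2.76e-04) and HGF (+2.92, 1.38e-07). Their median was +3.16 (camera, adjusted p = 9.49e-06, and adjusted p = 0.287 with an estimated correlation). Of 22 inflammatory genes 3 rose, 1 fell and 18 did not pass (4 higher and 1 lower over the list alone). COX-2 (PTGS2) rose by +4.15, the chemokine CXCL12 by +3.01 and the hyaluronan-binding TNFAIP6 by +2.91, while NFKBIA, the inhibitor of NF-κB, fell by 2.27 (adjusted p = 1.41e-04, 3.77e-05, 9.86e-04 and 4.1e-04). The median of these 22 was −0.74 (camera, adjusted p = 0.409). Against osteosarcoma 3 of 19 angiogenic factors rose and 2 fell, with PDGFD at −2.38, and 1 of 12 inflammatory genes rose and 2 fell, with the prostaglandin synthase PTGES at −3.41. Against leukemia and lymphoma 13 of 18 angiogenic factors rose and none fell, and 3 of 21 inflammatory genes rose and 7 fell, such as IL18 at −5.05. Among markers of other cells, 17 of 17 lymphocyte genes and 17 of 17 myeloid genes had negative differences against all other tumors. Of 23 mural and fibroblast genes 18 had positive ones, with a median of +3.83 (camera, adjusted p = 2.6e-05, and adjusted p = 0.328 with an estimated correlation). Against osteosarcoma the mural and fibroblast median was −0.02, with 11 positive and 12 negative. The myeloid and lymphocyte medians there were −0.03 (7 genes) and +0.05 (3 genes). The shifts against all other tumors were thus not seen against osteosarcoma lines. The paper proposes that inflammatory and angiogenic pathways take part in the disease, reasoning from genes that are higher than in both other tumors and hematoma.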

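Genes that make and break down ceramide, a lipid that signals growth arrest and death, were in part higher in hemangiosarcoma. SGPL1, the lyase that ends the pathway at sphingosine 1-phosphate, differed by +1.91 (standard error 0.33, adjusted p = 1.18e-04 from limma, 6 and 21 arrays), SPTLC1, a subunit of the enzyme of the first step, by +1.81 (standard error 0.27, adjusted p = 2.34e-05), and the phosphatase SGPP1 by +1.61 (standard error 0.33, adjusted p = 7.11e-04). With ASAH1 that is 4 of 21 genes higher, 0 lower and 17 that did not pass (7 higher over the list alone), with a median of +0.91 (camera, adjusted p = 7.24e-04, and adjusted p = 0.131 with an estimated correlation). Against osteosarcoma 4 of 20 were higher, such as SGPL1 at +2.07, and the ceramide synthase CERS4 was lower at −0.65 (median +0.28, camera adjusted p = 0.251). Against leukemia and lymphoma 10 of 20 were higher, such as the sphingomyelin synthase SGMS1 at +2.54, and 1 was lower, and the list's call held with an estimated correlation (adjusted p = 0.0224). Against hematoma none of 20 passed (median +0.09, +0.04 without Kylie and +0.21 without Baxter, camera adjusted p = 0.296, 2 higher over the list alone). Control signal went with tumor type here as well, at 10.9 in leukemia and 10.4 in osteosarcoma against 9.55 over all hemangiosarcoma lines.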

### Pathway analysis provides insight into hemangiosarcoma tumor biology

Hierarchical clustering and other similar analyses are informative to determine overall similarity between samples and to separate samples into defined groups based on molecular signatures. They do not, however, provide definitive information regarding how the genes may be functionally related and thus contribute to the biology of the tumors. Several bioinformatic approaches have been developed to infer such functional relationships, including gene ontology (ONTO) and gene set enrichment analysis (GSEA). We predicted this approach would identify abnormally expressed genes concentrated in pathways that reflect the origin and progression of this disease. We used the ONTO/express software to identify functional pathways for each gene in Table S2. These pathways are commonly dysregulated in cancer; however, ONTO analysis failed to identify pathways that would converge on one or a few recurrent abnormalities.

GSEA is a robust computational tool that can uncover subtle alterations in complex diseases by utilizing expression data to characterize gene signatures within pathways. Pathways that defined cellular processes underlying hypoxia, cancer, or inflammation were highly enriched in hemangiosarcoma (Table 1). 

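Genes induced by low oxygen had higher values in hemangiosarcoma lines than in hematoma cultures as a list. CA9 and CA12, carbonic anhydrases that regulate pH, differed by +2.93 (standard error 0.85, adjusted p = 0.295 from limma) and +1.99 (standard error 0.54, adjusted p = 0.282), and MXI1, an antagonist of MYC, by +1.62 (standard error 0.39, adjusted p = 0.187). The levels of HIF1A, which encodes the oxygen-regulated transcription factor subunit, differed by +0.04 (−0.05 without Baxter and +0.18 without Pippin). Of 34 hypoxia genes 31 had positive differences, with a median of +0.51, and none passed by itself (5 higher and 0 lower when adjusted over the list alone). Camera called the list higher (adjusted p = 5.9e-06), a call lost with an estimated correlation (adjusted p = 0.513 with an estimated correlation) and with the rotation test fry (adjusted p = 0.209), and fgsea, which permutes genes, gave 6.78e-05. Without Baxter the median was +0.31 (p = 0.0311). Of 15 inflammatory genes 11 were positive, with a median of +0.28, and none passed (camera, adjusted p = 0.287), among them ICAM1, an adhesion molecule for leukocytes, at +1.45 (adjusted p = 0.437), PTGES at −1.69 (adjusted p = 0.48) and the chemokine CCL2 at −1.66 (adjusted p = 0.558). The actin control's excess of 3′ over 5′ signal ranged from 0.11 to 1.52 in hemangiosarcoma and from −0.15 to 0.58 in hematoma.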

We used the leading edge subset to compare genes from each pathway to 30 other pathways that showed enrichment a FDR < 0.05. One hundred and fifty-seven genes were present in at least one pathway, 31 were recurrently present in at least two pathways, and 23 were in at least three pathways. The results from these top 23 genes show that IL8 was enriched in 16 of the 30 pathways, CD44 in 12, CDH2 in nine, IL6 in eight, VEGFA, PLAU, PTGS2 and FN-1 in seven each, TNC in six, PTGER4 and SSP1 in five, SLC2A3, ADM, CCND1, and MMP1 in four, and several genes, including VCAM1 in three (Figure 5A).

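The genes named as recurrent had higher values in hemangiosarcoma almost throughout. N-cadherin (CDH2), a cell adhesion molecule, differed from hematoma by +2.48 (standard error 0.96, adjusted p = 0.442 from limma), osteopontin (SPP1), a secreted matrix protein, by +2.35 (standard error 0.85, adjusted p = 0.415), the collagenase MMP1 by +2.62 (standard error 1.16, adjusted p = 0.503), and urokinase (PLAU), which activates plasminogen, by +1.43 (standard error 0.46, adjusted p = 0.362). S1PR1, a receptor of sphingosine 1-phosphate, lay above the highest hematoma in all 10 lines at +1.49 (standard error 0.33, adjusted p = 0.154). Smaller were tenascin (TNC) at +1.12, the glucose transporter SLC2A3 at +1.09, cyclin D1 (CCND1) at +1.27 and VCAM1 at +0.31 (adjusted p = 0.632, 0.591, 0.506 and 0.953). Single hematomas moved several of these. Without Baxter CDH2 was +0.43 and VCAM1 +1.26. Without Pippin CDH2 was +3.77, PLAU +0.87, TNC +0.45, CCND1 +0.49 and VCAM1 −0.33. The line ChadG8 had VCAM1 at 11.00, against 3.01 to 6.86 in the other lines. Only 3 of 10 lines lay above the hematoma mean of VCAM1. Of 26 listed genes that the paper names as recurrent, all 23 tested had positive differences, with a median of +1.21. CD44 passed and 22 did not (15 higher over the list alone). The list holds fewer genes than the paper counts as recurrent. The list was called higher by camera (adjusted p = 9.62e-12, and adjusted p = 0.021 with an estimated correlation). These genes were chosen by the study on the same samples, so their direction is not independent evidence.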

**Table 1:** Gene set enrichment analysis predicts pathways involved in inflammation, cancer, and hypoxia are important for hemangiosarcoma^a^

Gene set	Description	ES	NES	FDR
MENSE_HYPOXIA_UP	Hypoxia induced genes in HeLa and astrocytes	0.82	2.32	0.000
BRENTANI_CELL_ADHESION	Cancer related genes involved in cell adhesion and metalloproteinases	0.67	2.15	0.005
LINDSTEDT_DEND_8H_VS_48H_UP	Genes upregulated in stimulated Dendritic cells	0.75	2.15	0.003
HYPOXIA_REVIEW	Genes known to be induced by hypoxia	0.62	2.12	0.003
KNUDSEN_PMNS_UP	Genes up-regulated in PMNs upon migration to skin lesions	0.73	2.10	0.003
CHIARETTI_T_ALL	Genes overexpressed in leukemia	0.61	2.10	0.002

^a^The filtered gene list from hemangiosarcoma vs. non-malignant hematomas were compared using the GSEA software. ES (Enrichment Score) is a value that represents how well the gene set is enriched within the selected gene list. NES (normalized enrichment score) corrects the ES for differences in gene set size and can be used to compare across gene sets. A high ES or NES indicates that gene set is highly enriched within our gene list. The lists shown are those gene sets with an NES of 2.10 or higher.

**Figure 5:**
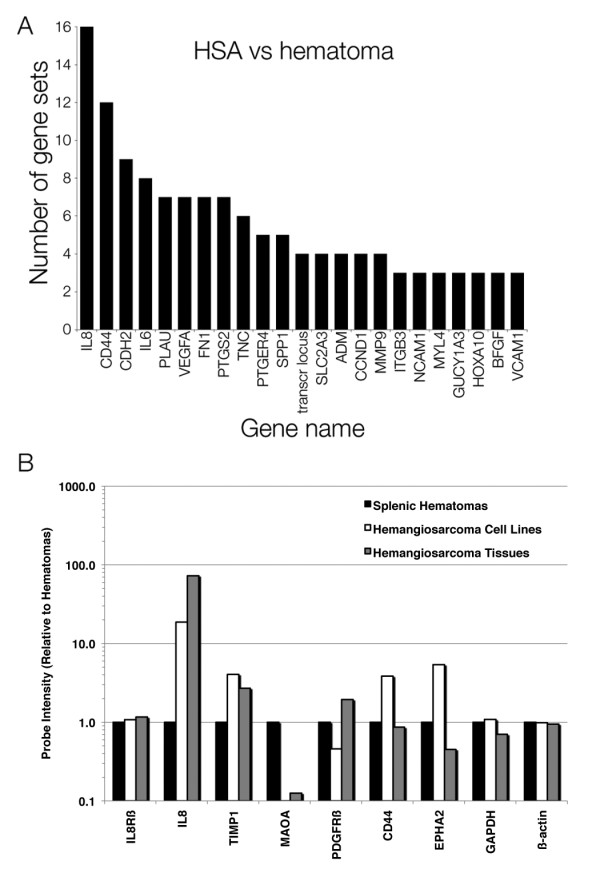
**Gene set enrichment analysis validates the hypothesis that the hemangiosarcoma gene set is involved in hypoxia, inflammation, and cancer**. (A) Bar graph representing the number of gene sets that were enriched in hemangiosarcoma samples versus splenic hematoma samples. Each of 23 genes on the x-axis was present in the number of gene sets indicated on the y-axis (of 30 where FDR < 0.05). (B) Bar graph representing the direction and magnitude of change in expression for six representative genes (IL8, TIMP1, MAO, PDGFRβ, CD44, EPHA2), one invariant control (IL8Rβ) and two housekeeping controls (GAPDH, β-actin) relative to the expression in splenic hematomas. Data for each group (three splenic hematomas, 14 hemangiosarcoma cell lines, and three hemangiosarcoma tissues) passed quality assurance using Affymetrix algorithms provided in GeneData Expressionist Refiner. Probe signal levels were quantile-normalized and summarized using the GeneChip-Robust Multichip Averaging (GC-RMA) algorithm. Normalized files were imported into GeneData Expressionist Analyst so average expression values for each group, based on multiple-probe hybridization data, could be used in the comparisons.

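FGF7, a fibroblast growth factor, differed from hematoma by +3.31 (standard error 1.28, adjusted p = 0.443 from limma) and PDGFD, a ligand of PDGFRB, by −1.92 (standard error 0.57, adjusted p = 0.313). Of 19 angiogenic factors 14 were positive and 5 negative, with a median of +0.24, and none passed (5 higher and 1 lower when adjusted over the list alone). Camera gave an adjusted p of 0.0898 (adjusted p = 0.502 with an estimated correlation) and fgsea 0.0385. The median was +0.47 without Baxter and +0.30 without Kylie, where camera made a call (p = 0.0235). Integrin β3 (ITGB3), which binds vitronectin, differed by +1.27 (adjusted p = 0.401), and spectrin β (SPTBN1) by +1.21 (adjusted p = 0.193). SPTBN1 passed without Pippin (adjusted p = 0.0805) and was +0.67 without Baxter (adjusted p = 0.563).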

The recurrent enrichment of proinflammatory cytokines, adhesion molecules, and angiogenic factors in these cells suggests that modulation of the microenvironment is an essential feature of hemangiosarcoma and highlights genes that, when treated as a group, may be prognostically significant and amenable to therapeutic intervention. We thus examined if the relation of 30 recurrently enriched genes (30 of the 31 genes present in two or more GSEA pathways were annotated) would remain when analyzed using Ingenuity Pathway Analyses (IPA, Table 2). IPA highlighted functional pathways associated with malignancy (21/30 genes), proliferation and survival (22/30 genes), migration, metastasis, and adhesion (22/30 genes), vascular biology and endothelial ontogeny (16/30 genes), and inflammation (14/30 genes). The top 10 canonical pathways (-log BH p values >3) were similarly all associated with malignancy and inflammation. Figure S3 (see Additional File 7) illustrates the relationship of six recurrently enriched molecules (IL8, CCND1/Cyclin D1, MMP9, VEGF, VCAM1, and PTGS2/Cox-2) in one of these canonical pathways (IL8 signaling), which mediates both angiogenesis and inflammation.

**Table 2:** Function annotation from IPA for 23 recurrently enriched genes identified by GSEA^a^

*Function Annotation*	*B-H p-value*	*Molecules*	*# Molecules*
Proliferation of normal cells	1.35E-15	ADM, CCND1, CD44, CDH2, FGF2, FN1, GUCY1A3, HOXA10, IL6, IL8, IL12A, ITGB3, MMP9, NCAM1, PLAU, PTGS2, S1PR1, SPP1, SPTBN1, TGFBR2, TNC, VCAM1, VEGFA	23
Migration of normal cells	1.77E-17	ADM, CCND1, CD44, CDH2, FGF2, FN1, GUCY1A3, IL6, IL8, IL12A, ITGB3, MMP9, NCAM1, PLAU, PTGER4, PTGS2, S1PR1, SPP1, TGFBR2, TNC, VCAM1, VEGFA	22
Malignant tumor	3.18E-10	CCND1, CD44, CDH2, FGF2, FN1, IL6, IL8, IL12A, ITGB3, MMP9, NCAM1, PLAU, PTGER4, PTGS2, S1PR1, SPP1, SPTBN1, TGFBR2, TNC, VCAM1, VEGFA	21
Apoptosis	9.50E-10	ADM, CCND1, CD44, CDH2, FGF2, FN1, IL6, IL8, IL12A, ITGB3, MMP9, NCAM1, PLAU, PTGER4, PTGS2, S1PR1, SLC2A3, SPP1, TGFBR2, TNC, VEGFA	21
Development of blood vessel	3.09E-14	CCND1, CDH2, FGF2, FN1, IL6, IL8, IL12A, ITGB3, MMP9, PLAU, PTGER4, PTGS2, S1PR1, TGFBR2, VCAM1, VEGFA	16
Angiogenesis	3.09E-14	CCND1, FGF2, FN1, IL6, IL8, IL12A, ITGB3, MMP9, PLAU, PTGER4, PTGS2, S1PR1, TGFBR2, VCAM1, VEGFA	15
Adhesion of normal cells	2.82E-14	CCND1, CD44, CDH2, FGF2, FN1, IL6, IL8, ITGB3, NCAM1, PLAU, SPP1, TGFBR2, TNC, VCAM1, VEGFA	15
Proliferation of blood cells	3.62E-09	CD44, FGF2, FN1, HOXA10, IL6, IL8, IL12A, ITGB3, MMP9, PTGS2, SPP1, TGFBR2, VCAM1	13
Metastasis	1.11E-12	CD44, CDH2, FGF2, IL6, IL12A, ITGB3, MMP9, NCAM1, PTGS2, SPP1, TGFBR2, VEGFA	12
Inflammatory response	7.51E-09	CCND1, CD44, FN1, IL6, IL8, MMP9, PLAU, PTGER4, PTGS2, S1PR1, SPP1, VEGFA	12
Inflammation	1.01E-09	CD44, FGF2, IL6, IL8, IL12A, MMP9, PTGER4, PTGS2, SPP1, TGFBR2, VEGFA	11
Infiltration of cells	3.00E-10	CD44, FN1, IL6, IL8, IL12A, ITGB3, MMP9, SPP1, VCAM1, VEGFA	10

^a^Annotated genes recurrently enriched in GSEA (> 2 pathways) were analyzed using IPA. Four hundred pathways were identified with a B-H p value < 1 × 10^-5^. Virtually all of them were categorized as malignancy, proliferation and survival, vascular processes, and inflammation. The table shows 12 representative pathways with a B-H p value <1 × 10^-8^, organized according to number of genes included.

Finally, to establish the relevance of these molecules and pathways in vivo, we compared mean expression levels of 11 annotated genes that were differentially expressed, and/or differentially enriched, among the three cultured hematoma samples, 14 hemangiosarcoma cell lines (the 10 original lines used in the experiment and four newly established lines), and three whole tissue samples. We surmised that differences in recurrently enriched genes where differences in expression were relatively low would be the most robust indicators of whether these signatures were relevant to the biology of hemangiosarcoma or simply altered as a function of cell culture or anatomical site of origin.

Data from six representative genes are shown in Figure 5B. In addition, expression levels of IL8Rβ are shown as an example of an invariant control (no difference in between cultured non-malignant endothelial cells and hemangiosarcoma cells), and GAPDH and β-actin were used as housekeeping controls to confirm that the normalization strategy was valid. Expression of IL8, TIMP1, and MAOA in whole tissue samples corroborated the data from cultured cells. A similar trend was apparent for the RTK-like orphan receptor, Oncostatin M receptor, and Kinesin family member 5C. On the other hand, expression of PDGFRβ, CD44, and EPHA2 in hemangiosarcoma cell lines was not predictive for the expression of these proteins in tumor tissues (Figure 5B), and a similar trend was observed for Neuropilin 1 and v-Myc. We thus investigated the possibility that these differences might be attributable to stromal elements in the tumors. As illustrated by in Figure 2, PDGFRβ was expressed predominantly by blood vessel lining cells in splenic hematomas, whereas in the tumors, it was expressed generally at lower intensity in the hemangiosarcoma cells, but it also was expressed in infiltrating inflammatory cells (blue arrows). This suggests that gene expression by stromal cells contributes to genome-wide signatures from whole tissues; hence, supporting the rationale to use enriched cell cultures and cell lines as an approach to mitigate signatures from non-tumor components.

## Discussion

The mechanisms underlying the origin and progression of hemangiosarcoma remain unclear. In humans, angiosarcoma can be associated with exposure to DNA-damaging agents or, in the case of Kaposi sarcoma, with infection by HHV8 in immunosuppressed patients [1,49]. In mice, hemangiosarcoma can develop in susceptible strains treated with both genotoxic and non-genotoxic agents [2]. In dogs, however, the disease occurs sporadically (not as a heritable condition) and with alarming frequency in the absence of known mutagens; a canine gamma herpes virus also has not been characterized [50]. Indeed, preliminary experiments using well established methods to detect gamma herpes viruses [51] yielded no amplification products when applied to these canine hemangiosarcoma samples (M. Duckett and M. Cannon, unpublished results), suggesting the etiology of canine hemangiosarcoma does not involve infection by a gamma herpes virus.

Angiosarcoma in humans and hemangiosarcoma in dogs are rapidly progressive diseases that are poorly responsive to conventional therapy. An improved understanding of their pathogenesis is needed to develop effective strategies for prevention and treatment. Our data suggest that inflammation and angiogenesis (defined by enrichment of cytokines and adhesion molecules that may be downstream effectors of a single molecule, like IL8, IL6, or IL1, as well as by robust upregulation of VEGF, MMPs and TIMPs, PDGF and PDGFRs, and others) are two general processes that are central to the pathogenesis of canine hemangiosarcoma.

Here, we first tested the hypothesis that known genes that regulate VEGF, including VHL and members of the Ras family were targets of mutation in canine hemangiosarcoma. We previously showed that the PTEN/Akt pathway that appears to be essential in other vascular tumor models is intact in hemangiosarcoma cells [23]. Our observations that every hemangiosarcoma sample tested had wild type sequence for VHL, N-Ras, K-Ras, and H-Ras, no significant elevations of HIF1α, and no constitutive activation of Erk1 and Erk2 suggest that dysregulated VEGF production and the aggressive proliferation seen in these tumors are probably mediated by mechanisms that are independent from abnormalities of VHL and Ras genes. Recently, Pressler reported similar findings with regard to mutations of VHL in sporadic canine renal cell carcinoma [52]. When considered along with the estimate that solid tumors from humans (colon and breast carcinomas) carry an average of ~100 gene mutations, these results suggest the probability to identify recurrent abnormalities by candidate gene approaches based on lineage similarity or dysregulation of a single known pathway is low. Indeed, even the recurrent mutations of the C-terminal domain of PTEN that we characterized previously were unlikely to be singularly responsible for the behavior of hemangiosarcoma or tractable for therapy. We hence tested the hypothesis that canine hemangiosarcoma would show characteristic gene expression profiles that would be informative for etiology and progression.

Genes that regulate cellular metabolism, cell cycle and cell signaling, cell-cell interactions, survival and apoptosis, angiogenesis, transcription, and the immune response were among those dysregulated in hemangiosarcoma cells when compared to non-malignant proliferating endothelial cells. Our data specifically highlight pathways that are important in response to hypoxia or angiogenesis, malignant transformation, and inflammation. However, altered expression of genes within these functional categories could describe virtually any solid tumor (where cyclins, glucose transporters, and other genes associated with the mitotic cell cycle commonly show elevated expression) from its normal counterparts. For example, we recently showed that elevated expression of CDKN1a (p21) confers chemoresistance to renal cell carcinomas, which share common hypoxia-induced, pro-angiogenic signatures with vascular tumors [53]. The presence of hypoxia-inducible genes, including HGF, VEGF, bFGF, ADM, and PTGER4 was especially predictable [54,55]; in most tumors, cells become hypoxic and upregulate genes that promote blood vessel outgrowth and that control metabolic processes such as vasodilation that can make cells normoxic. 

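Of these genes none passed against hematoma. HGF, a growth and motility factor, was at 7.19 ± 1.19 (SD, n = 10) in hemangiosarcoma and 5.24 ± 1.31 (SD, n = 3) in hematoma, a log2 difference of +1.96 (standard error 0.73, adjusted p = 0.43 from limma). Adrenomedullin (ADM), a vasodilator peptide, differed by +2.01 (standard error 0.47, adjusted p = 0.181), with 9 of 10 lines above the highest hematoma culture. It passed without Kylie (+2.71, adjusted p = 0.0455) and was +1.13 without Baxter. Basic FGF (FGF2) differed by +0.91 (standard error 0.49, adjusted p = 0.562) and the prostaglandin E2 receptor PTGER4 by +1.34 (standard error 0.91, adjusted p = 0.636). FGF2 was +0.58 without Baxter, and PTGER4 +0.43 without Pippin and +2.57 without Baxter.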

Clonal evolution in the tumor, and perhaps the environment in cell culture might favor selection of cells that upregulate such hypoxia response genes, although expression of these genes might be inherent to tumors of blood vessel forming cells.

Recently, Antonescu et al reported that human angiosarcomas have unique gene expression profiles when compared to other soft tissue sarcomas [56], with notable enrichment of expression of vascular-specific receptor tyrosine kinases TIE1, KDR (VEGFR2), SNRK, TEK, and FLT1 (VEGFR1), and other genes that are prototypical endothelial markers including EPHA2 and PDGFβ. The overlap in the gene lists from Antonescu et al [56] and from our data supports the similarities between human angiosarcoma and canine hemangiosarcoma. However, an interesting contrast is Antonescu's observation that VEGF expression was lower in angiosarcoma than other soft tissue sarcomas, versus our observation showing enriched expression of VEGF in hemangiosarcoma cells as compared to non-malignant endothelial cells from splenic hematomas. This may be due simply to the relative comparisons of tumor vs. tumor (by Antonescu et al) and tumor vs. non-tumor (in this study), which also could explain the lack of enrichment for vascular-specific receptors in our study, as these molecules would be expressed both in hemangiosarcoma cells and in non-malignant endothelial cells. In this respect, an intriguing finding from our data was the specific enrichment of VEGFR1 in hemangiosarcoma cells derived from golden retriever tumors compared to hemangiosarcoma cells derived from tumors of dogs from other breeds [40], highlighting the potential utility of the organization and the relative homogeneity of dog breeds to understand how heritable factors might influence tumor pathogenesis.

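VEGFA had a mean log2 level of 11.52 ± 0.56 (SD, n = 10) in hemangiosarcoma lines and 10.44 ± 1.03 (SD, n = 3) in hematoma cultures, which is 2.12-fold higher. In 8 of 10 lines it lay above the highest hematoma, at 11.05, with an exact p of 0.028 before adjustment, and the limma test did not pass after it. A second probe set differed by +1.34. The difference was +0.49 without Baxter and +1.39 without Pippin.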

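Of the endothelial receptors named here, EPHA2 passed between the kinds of culture, at +1.99 (standard error 0.34, adjusted p = 0.0432 from limma). It lost its call without Baxter (+1.46, adjusted p = 0.226). The other receptors named did not pass, and their differences went both ways. TIE1 differed by +0.07 (standard error 0.16, and −0.11 with another probe set), the VEGF receptor KDR by +0.03 (standard error 0.42, and −0.02 with arrays centered on their medians, −0.34 without Pippin and +0.59 without Baxter), the angiopoietin receptor TEK by +0.30 (standard error 0.10, below the intensity filter, with all 10 lines above the hematomas, exact p = 0.00699), and SNRK, a kinase of vascular development, by −0.02 (standard error 0.23), none of which passed (limma, 10 and 3 arrays). For the VEGF receptor FLT1 the difference was −1.77 (standard error 1.24, adjusted p = 0.646), from −3.50 without Pippin to −0.42 without Baxter. Endoglin (ENG), a co-receptor of TGF-β on vessels, differed by −1.95 (adjusted p = 0.448) and the adhesion molecule ICAM2 by −1.76 (adjusted p = 0.34). Of 15 endothelial markers, each read by 1 probe set, none passed (1 higher and 3 lower when adjusted over the list alone), though NRP1 did with another probe set (−1.83). Their median was +0.02, their mean −0.40, and camera placed the list lower with an adjusted p of 0.288.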

We also were not surprised to find alterations in the expression of genes that contribute to malignant transformation and inflammation, including those that mediate cellular adhesion, stromal degradation or invasion (metalloproteinases), and the pathogenesis of leukemia [57-60]. For example, among the receptor tyrosine kinases found by Antonescu [56], TIE1 governs expression of inflammation-associated genes by endothelial cells [61]. 

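Calls among proteinases, their inhibitors and adhesion genes went in both directions, and the metalloproteinases that passed were lower. Lower in hemangiosarcoma were ADAMTS5, an aggrecanase, by −2.36 (standard error 0.27, adjusted p = 0.00264 from limma), with no overlap between the groups and a call that held without any 1 hematoma, and ADAMTS2, which trims procollagen, by −2.13 (standard error 0.29, adjusted p = 0.0105) and with its other probe sets by −2.60 and −2.99. The ADAMTS2 probe set at −2.13 lost its call without Baxter (−1.89, adjusted p = 0.150). Higher was integrin α2 (ITGA2), a collagen receptor, by +2.13 (standard error 0.44, adjusted p = 0.0978), which lost its call without any 1 hematoma, at +1.86 to +2.40. The other 2 ITGA2 probe sets differed by +0.12 and +2.15 and did not pass. Of 36 proteinases, inhibitors and adhesion genes 3 rose, 2 fell and 31 did not pass (10 higher and 2 lower when adjusted over the list alone), with a median of +0.30 (camera, adjusted p = 0.366). That median was +0.19 without Kylie and +0.36 without Pippin. MMP9, a gelatinase, was below the intensity filter and differed by +0.46.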

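IL8 (CXCL8), a chemokine for neutrophils, was at 5.78 ± 1.65 (SD, n = 10) in hemangiosarcoma and 3.52 ± 0.53 (SD, n = 3) in hematoma, a log2 difference of +2.27 (standard error 0.90). All 10 lines lay above the highest hematoma culture, at 4.09, but the lines ranged from 4.19 to 8.81 and the gene did not pass (adjusted p = 0.454 from limma, exact p = 0.0385). The other 2 IL8 probe sets differed by only +0.76 and +0.97 and did not pass either. IL6, a cytokine of acute inflammation, was at 4.68 ± 0.72 (SD, n = 10) and 3.63 ± 0.08 (SD, n = 3), with all 10 lines above the hematomas, though it lay below the intensity filter.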

IL8 and IL6, both of which were enriched in our hemangiosarcoma samples, are recurrently associated with inflammation that "benefits" tumors (Figure S3), and PTGS2 (a.k.a., COX-2) is the single most common tumor-associated pro-inflammatory mediator [16]. It is especially interesting that expression of PTGS2/COX-2 was enriched in our samples, as it was previously reported that the enzyme was undetectable by immunohistochemistry in formalin-fixed samples from canine hemangiosarcomas [62]. 

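PTGS2, the inducible cyclooxygenase, was at 8.70 ± 2.14 (SD, n = 10) in hemangiosarcoma lines and 5.25 ± 0.82 (SD, n = 3) in hematoma cultures, a log2 difference of +3.45 (standard error 1.17, adjusted p = 0.381 from limma). In 9 of 10 lines it lay above the highest hematoma, at 5.76, and 1 line was as low as 4.36.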

There are several non-mutually exclusive explanations for this finding, including greater sensitivity in the expression microarray platform than immunohistochemistry, inefficient translation or relatively short protein half-life for Cox-2 in these tumors, or induction of the gene when cells are removed from the tumor microenvironment. Additional work will be required to clarify the role of PTGS2/COX-2 in hemangiosarcoma.

As may be true for hypoxia response genes, upregulation of proinflammatory genes in hemangiosarcoma also could result from selective pressures to create a favorable microenvironment for growth and survival [63]. Tumors have been likened to "wounds that never heal" [64], which is reflected by shared expression of genes mediating breakdown of the extracellular matrix, productive chronic inflammation, and angiogenesis. For example FN-1, which was overexpressed in all hemangiosarcomas evaluated in this set of experiments, is involved in wound healing, blood coagulation, and cancer metastasis. 

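FN-1 lay above the mean of the hematoma cultures in 9 of 10 hemangiosarcoma lines and above the highest of them, at 14.14, in 4 of 10. The lines ranged from 13.36 to 14.71 on the log2 scale. The highest hematoma was Kylie, and every line lay above Pippin (13.19) and Baxter (13.09). Without 1 hematoma at a time the difference from hematoma was +0.41 to +0.93.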

FN-1 also increases MMP9 activity, which together with urokinase is involved in tumor cell invasion through the extracellular matrix [65,66]. The correlation between FN-1 and urokinase is interesting, since the survival rate of patients and dogs with angiosarcoma and hemangiosarcoma, respectively, is exceptionally poor due to its exceedingly high metastatic potential. 

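FN-1 and urokinase (PLAU) did not vary together among the 10 hemangiosarcoma lines. Their log2 levels correlated at r = −0.048 (p = 0.884) and by rank at −0.333 (p = 0.349). FN-1 lies within a narrow range in these lines, 13.36 to 14.71, near the highest value on any array, 14.98. PLAU spans 9.32 to 11.36. The narrow range of FN-1 limits what this test can show.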

The role of urokinase and FN-1 to promote the metastatic phenotype has been the subject of intense study in other tumors [46,65], but it remains to be examined in hemangiosarcoma.

On the other hand, angiogenic and inflammatory signatures might reflect the ontogeny of hemangiosarcoma, rather than selection in the tumor microenvironment. Inflammatory infiltrates are commonly seen in canine hemangiosarcoma, but rather than reflecting recruitment of tumor-associated macrophages and myeloid cells due to inflammation, perhaps leukocytes may actually be derived from a population of multipotent progenitor cells that give rise to hemangiosarcoma. Recent data suggest that classical cell markers for endothelial and myeloid origin cells are less tissue specific than historically thought [67], possibly due to a the existence of a shared hematopoietic/endothelial progenitor (the putative angioblast). We proposed recently that hemangiosarcomas might arise from such a cell [36], while Yoder et al described a similar population of myeloid cells that are intimate participants in blood vessel formation [37]. This cell is a "vascular mimic" that can express a variety of cell surface proteins associated with endothelial precursor cells (CD133, CD34, VEGFR2), but also proteins that belie hematopoietic origin (CD45, CD14, and CD115, the CSF1 receptor), that has phagocytic activity, and that does not contribute to the capillary endothelial layer in transplanted matrix. 

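CD44, the hyaluronan receptor, was at 10.27 ± 0.33 (SD, n = 10) in hemangiosarcoma and 9.08 ± 0.32 (SD, n = 3) in hematoma, a log2 difference of +1.19 (standard error 0.21, adjusted p = 0.0497 from limma), with all 10 lines above the highest hematoma culture. Its other probe sets differed by +0.81 (adjusted p = 0.237) and +1.16 (adjusted p = 0.182) and did not pass. The call was lost without any 1 of the hematomas, while the difference stayed at +1.01 to +1.30 (adjusted p = 0.123 without Pippin, 0.218 without Baxter and 0.103 without Kylie).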

The enrichment of the adhesion molecule CD44, which in combination with PGE and Wnt-mediated signals may maintain slow cycling stem cell populations [68], support the possibility that tumor-initiating cells in hemangiosarcomas share properties that have been ascribed to "cancer stem cells" in other tumors.

We conclude that one single lineage may give rise to both endothelial and hematopoietic progenitors, or alternatively, that multiple lineages contribute to blood vessel formation, including one originating from a restricted angioblastic progenitor that gives rise to the endothelial lining cells and one originating from a myeloid progenitor that is responsible for creating (but not lining) vascular channels. In this latter scenario, plasticity of adult hematopoietic and mesenchymal stem cells would be limited, differentiation of myeloid progenitors into endothelial-like cells would have to reflect functional rather than ontogenetic plasticity, and we should consider the possibility that canine hemangiosarcoma, and by extension, human angiosarcoma, might represent a subtype of myeloid sarcomas. This interpretation is supported by the general enrichment of genes overexpressed in dendritic cells and in leukemia, as well as by enrichment of the patterning gene HOXA10 and by the specific downregulation of PLZF in hemangiosarcomas; both of which are involved in hematopoietic differentiation [45,69]. These results are especially significant in light of the poor response to treatments that presume canine hemangiosarcomas are tumors of blood vessels, and it may signal the need to revise the therapeutic approach to hemangiosarcoma and angiosarcoma as tumors of hematopoietic origin.

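Few blood cell genes could be tested between hemangiosarcoma and hematoma cells, and none of them passed. Of 7 myeloid markers, which include genes of dendritic cells, none passed (median +0.10, −0.05 without Kylie and +0.20 without Baxter, camera adjusted p = 0.665), with the antigen-processing protease CTSS at −0.57 (standard error 0.40, adjusted p = 0.646). Of 7 genes of hematopoietic progenitors and leukemia none passed (median +0.21, 6 positive, camera adjusted p = 0.186), with HOXA9 at +0.30 (adjusted p = 0.527) and RUNX1 at +0.28 (adjusted p = 0.549). Of 4 lymphocyte markers none passed (median +0.27, 4 positive, camera adjusted p = 0.182). MNDA, a nuclear antigen of myeloid cells that Table S2 lists, differed by −1.49 with no overlap between the groups and lay below the intensity filter (adjusted p = 0.101 from limma with no filter). CD34 and KIT, markers of progenitors, differed by +0.16 and +0.34 and lay below the intensity filter. HOXA10 had no probe set of its own among those with 1 gene symbol.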

Preliminary data from our laboratories support the existence of rare progenitor cells in hemangiosarcoma that are responsible for propagating our cell lines *in vitro*. There also is evidence for cancer stem cells that are capable of differentiating along different developmental paths to give rise to endothelial cells in chronic myelogenous leukemia and Burkitt lymphoma [70,71]. Nevertheless, the possibility of vascular mimicry rather than true vascular differentiation cannot be excluded because the reverse outcome (endothelial tumors to hematopoietic cells) has not been documented.

To overcome the potential limitation from use of cell lines vs. intact tumors, we compared expression of a restricted, recurrently enriched signature from the hemangiosarcoma cell lines to whole tumor tissues. The data suggest that stromal and inflammatory cells can explain observed difference between these types of samples. Tumor cells modify the microenvironment and are themselves responsive to environmental cues. Nevertheless, to understand the contribution of the tumor cells to biological and pathological processes, it is important to examine the response in isolated cells. Microdissection of malignant cells from vascular tumors is difficult without retaining blood elements and normal angiogenic components that can be morphologically indistinguishable from the tumor cells. Conversely, cell lines provide a homogeneous, unlimited resource that can be extensively characterized with regard to ontogeny. The potential limitation of cell lines is further mitigated by the use of non-malignant controls to filter adaptation to *ex vivo *growth and by use of multiple samples. Finally, cell lines derived using our protocols retain the unique properties of the sample specimens and provide biologically relevant information.

## Conclusions

The data show that inflammation and angiogenesis are important processes in the pathogenesis of vascular tumors, but a definitive ontogeny of the cells that give rise to these tumors remains to be established. The data do not yet distinguish whether functional or ontogenetic plasticity creates this phenotype, although they suggest that cells which give rise to hemangiosarcoma modulate their microenvironment to promote tumor growth and survival. We propose that the frequent occurrence of canine hemangiosarcoma in defined dog breeds, as well as its similarity to homologous tumors in humans, offers unique models to solve the dilemma of stem cell plasticity and whether angiogenic endothelial cells and hematopoietic cells originate from a single cell or from distinct progenitor cells.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

BAT and JFM conceptualized the project and wrote the manuscript. BAT conceptualized performed, and analyzed the microarray experiments. TLP and SCT performed bioinformatic analyses. SPF designed and performed VHL cloning. MCS performed microarray experiments in tissues and IPA analysis. MMD was responsible for cell culture and for development and interpretation of immunoblots, and JWW validated or developed methods and completed immunostaining. JFM and LCS analyzed, scored, and interpreted immunostaining data. SRR designed experiments to define IL8 signaling networks. JES, DB, RMG, LEH, and JFM developed the experimental hypotheses. JES supervised Ras cloning experiments. LCS developed a conceptual translation of the data. GRC was responsible for statistical design and analysis. All authors read, edited, and approved the final manuscript. JFM verified the final content of the manuscript and bears responsibility for its accuracy.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/10/619/prepub

## Supplementary Material

Additional file 1 **Table S1 - Signalment (Demographics) of Dogs in Study**. Click here for file

Additional file 2 **Supplementary Methods (cloning canine VHL)**. Click here for file

Additional file 3 **Figure S1 - Sequence of canine VHL**. Click here for file

Additional file 4 **Figure S2 - Expression of Erk1/2 and pErk1/2 in canine hemangiosarcoma cells**. Click here for file

Additional file 5 **Table S2 - Genes expressed differentially between hemangiosarcoma tumors and non-malignant hematomas**. Click here for file

Additional file 6 **Table S3 - Functional Grouping of Genes Differentially Expressed in Hemangiosarcomas and Non-Malignant Splenic Hematomas**. Click here for file

Additional file 7 **Figure S3 - IL8 Signaling network in canine hemangiosarcoma**. Click here for file

# Supplementary material for: Gene expression profiling identifies inflammation and angiogenesis as distinguishing features of canine hemangiosarcoma
**Source:** BMC Cancer. 2010 Nov 9;10:619. doi: 10.1186/1471-2407-10-619
**Supplement:** Additional file 1 — Table S1 - Signalment (Demographics) of Dogs in Study.

**Additional file 1 –Table S1 - Signalment (demographics) of dogs in study**

| <b>Sample ID</b> | <b>Diagnosis</b> | <b>Breed</b>                      | <b>Sex</b> | <b>Age</b> | <b>Sample type</b> |
|------------------|------------------|-----------------------------------|------------|------------|--------------------|
| CHAD G4          | Hemangiosarcoma  | Golden retriever                  | Male       | 10         | Cell line          |
| CHAD G6          | Hemangiosarcoma  | Golden retriever                  | Female     | 12         | Cell line          |
| CHAD G8          | Hemangiosarcoma  | Golden retriever                  | Male       | 12         | Cell line          |
| FROG             | Hemangiosarcoma  | Golden retriever                  | Female     | 10         | Cell line          |
| JOURNEY          | Hemangiosarcoma  | Golden retriever                  | Female     | 11         | Cell line          |
| TUCKER           | Hemangiosarcoma  | Golden retriever                  | Male       | 6          | Cell line          |
| JOEY             | Hemangiosarcoma  | Rottweiler                        | Male       | 9          | Cell line          |
| DD-1             | Hemangiosarcoma  | Golden retriever X Great Pyrenees | Male       | 9          | Cell line          |
| CHAD P9          | Hemangiosarcoma  | Portuguese Water Dog              | Male       | 9          | Cell line          |
| DAL-4            | Hemangiosarcoma  | Dalmatian                         | Male       | 7          | Cell line          |
| Pippin           | Splenic hematoma | Golden retriever                  | Female     | 12         | Cultured cells     |
| Mariah*          | Splenic hematoma | Labrador retriever                | Female     | 12         | Cultured cells     |
| Baxter           | Splenic hematoma | Poodle                            | Male       | 7          | Cultured cells     |
| Kylie            | Splenic hematoma | Keeshond                          | Male       | 9          | Cultured cells     |
| OSCA-20          | Osteosarcoma     | Golden retriever                  | Male       | 7          | Cell line          |
| OSCA-23          | Osteosarcoma     | Golden retriever                  | Male       | 9          | Cell line          |
| OSCA-59          | Osteosarcoma     | Golden retriever                  | Female     | 9          | Cell line          |
| OSCA-75          | Osteosarcoma     | Golden retriever                  | Female     | 10         | Cell line          |
| OSCA-71          | Osteosarcoma     | Golden retriever                  | Female     | 7          | Cell line          |
| Rascal           | ALL <sup>a</sup> | Golden retriever                  | Male       | 7          | Primary cells      |
| Maddie           | CLL              | Golden retriever                  | Female     | 9          | Primary cells      |
| Forrest          | CLL              | Golden retriever                  | Male       | 10         | Primary cells      |
| Benson           | DLBCL            | Golden retriever                  | Male       | 6          | Primary cells      |
| Cooper           | DLBCL            | Golden retriever                  | Male       | 6          | Primary cells      |
| Sally            | DLBCL            | Golden retriever                  | Female     | 10         | Primary cells      |
| Kaycee           | DLBCL            | Golden retriever                  | Female     | 14         | Primary cells      |
| Snuggles         | DLBCL            | Golden retriever                  | Male       | 14         | Primary cells      |
| Chieftain        | DLBCL            | Golden retriever                  | Male       | 10         | Primary cells      |
| Bitsy            | MZL              | Golden retriever                  | Female     | 10         | Primary cells      |
| Newman           | TZL              | Golden retriever                  | Male       | 10         | Primary cells      |
| Niki             | TZL              | Golden retriever                  | Female     | 10         | Primary cells      |
| Rose             | TZL              | Golden retriever                  | Female     | 10         | Primary cells      |
| Shilo            | TZL              | Golden retriever                  | Female     | 10         | Primary cells      |
| Thunder          | TZL              | Golden retriever                  | Male       | 10         | Primary cells      |
| Fire             | TZL              | Golden retriever                  | Male       | 11         | Primary cells      |

\*= not used in gene expression profiling experiments

<sup>a</sup>ALL = acute lymphoblastic leukemia, CLL = chronic lymphocytic leukemia, DLBCL = diffuse large B cell lymphoma, MZL = marginal zone lymphoma, TZL = T zone lymphoma

# Supplementary material for: Gene expression profiling identifies inflammation and angiogenesis as distinguishing features of canine hemangiosarcoma
**Source:** BMC Cancer. 2010 Nov 9;10:619. doi: 10.1186/1471-2407-10-619
**Supplement:** Additional file 2 — Supplementary Methods (cloning canine VHL).

## **Additional file 2 – Supplementary Methods**

*Cloning canine VHL.* Based on the levels of VHL protein expression detected using

immunohistochemistry (antibody G-7, Santa Cruz Biotechnology, Santa Cruz, CA, which is cross-reactive with pVHL from various species), we selected canine kidney as the most suitable sample to clone canine VHL. We used conserved sequences from aligned human, mouse, and rat VHL to design primer sets that would amplify 375 base pairs encompassing a partial cDNA

sequence from mRNA (forward primer, position 424 in the human mRNA sequence:

CCCTCCCAGGTCATCTTCTGC; reverse primer, position 799 in the human mRNA sequence:

TCTGCACATTTGGGTGGTCTTCC) by RT-PCR, using an annealing temperature of 60°C. We

verified the product using nested RT-PCR (annealing temperature 65°C) in a reaction to generate

a 158 bp product (forward primer, position 550 in the human mRNA sequence:

CGAGGTCACCTTTGGCTCTTCAG; reverse primer, position 708 in the human mRNA

sequence: AACCTGGAGGCATCGCTCTTTC). The amplification products were sequenced as

described [1]. The Genbank accession number for this partial VHL cDNA sequence is

GU563722. We subsequently completed cloning the full-length gene, including identification of

intron/exon boundaries from DNA by conventional PCR, by designing exon-specific primer sets

based on comparative analyses with the human and murine sequences. The primers used to

amplify exon 1, exon 2, and exon 3, respectively were forward primers (1)

ATGCCCCGGAAGGCAGGGAGC, (2) GGTCACCTTTGGCTCTTCC, (3)

GTGTATACTCTGAAAGAGCG, and reverse primers: (1) CTCGGTAGCTGTGGATGCGGC,

(2) TGGCAGTGTGATGTTGGC, (3) TCAATTAAAATCCTCAGTC, respectively using

annealing temperatures of 68°C, 65°C and 52°C. The Genbank accession number for the coding

sequence in canine VHL exons 1, 2, and 3 is GU563723. The complete coding sequence of

canine VHL (660 nucleotides from the ATG start codon to the TGA stop codon) was finally

confirmed by amplification of mRNA by RT-PCR using primers derived from the sequence of Kobayashi et al (Genbank accession AY764285). The forward primer, CGTTGTCTAGGCTCCGGG, started at position 19 in the Kobayashi sequence (23 bp upstream of the start site), and the reverse primer, GGCTGAGACTCAGGAGTGC, started at position 725 in the Kobayashi sequence (24 bp downstream of the stop codon). The annealing temperature used for this reaction was 60°C.

The predicted cDNA sequence from these reactions (see Additional File 3, Figure S1) aligned perfectly with the putative coding sequence for canine VHL in chromosome 20 from the canine genome assembly, as well as with the sequence submitted to Genbank by Kobayashi et al (accession AY764285). There was a single base pair substitution at position 603 (A → G) in our sequence (derived from tissues from 2 unrelated dogs) as compared to Kobayashi's sequence, leading to a single substitution in the translated amino acid sequence at position 202 (threonine → alanine). The predicted threonine at position 202 (our sequence) is conserved among human (accession NP\_000542), chimp (accession XP\_001144433), orangutan (accession NP\_001126390), rhesus (accession XP\_001090152), and cow (accession NP\_001103489), with the rodent protein having a conserved substitution from threonine to serine. Thus, we believe the threonine residue at position 202 likely represents wild type canine VHL. The translated amino acid sequence for canine VHL is most similar to the human VHL isoform 1, with 95% identity in the conserved VHL domains (amino acids 58 - 211). In fact, conservation between human, rodent [2], and dog VHL between amino acid 62 and amino acid 195 was 99%, with a single conserved substitution (H→Y) at amino acid 125 (Figure S1). It is improbable (<5% chance) that this represents a polymorphic region, since the same sequence was obtained from 15 unrelated dogs.

## References

1. Koenig A, Bianco SR, Fosmire S, Wojcieszyn J, Modiano JF: **Expression and significance of p53, Rb, p21/waf-1, p16/ink-4a, and PTEN tumor suppressors in canine melanoma.** *Vet Pathol* 2002, **39**(4):458-472.
2. Woodward ER, Buchberger A, Clifford SC, Hurst LD, Affara NA, Maher ER: **Comparative sequence analysis of the VHL tumor suppressor gene.** *Genomics* 2000, **65**(3):253-265.

# Supplementary material for: Gene expression profiling identifies inflammation and angiogenesis as distinguishing features of canine hemangiosarcoma
**Source:** BMC Cancer. 2010 Nov 9;10:619. doi: 10.1186/1471-2407-10-619
**Supplement:** Additional file 3 — Figure S1 - Sequence of canine VHL.

### Additional file 3 - Figure S1

(A)

|                      |     |                                                     |     |
|----------------------|-----|-----------------------------------------------------|-----|
| AY764285 (Kobayashi) | 1   | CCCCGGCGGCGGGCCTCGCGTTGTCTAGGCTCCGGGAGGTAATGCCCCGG  | 50  |
| GU563723             | 1   | ATGCCCCGG                                           | 9   |
| AY764285 (Kobayashi) | 51  | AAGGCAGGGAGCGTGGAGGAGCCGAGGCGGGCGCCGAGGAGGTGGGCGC   | 100 |
| GU563723             | 10  | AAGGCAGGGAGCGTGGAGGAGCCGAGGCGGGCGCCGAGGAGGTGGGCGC   | 59  |
| Kobayashi (AY764285) | 101 | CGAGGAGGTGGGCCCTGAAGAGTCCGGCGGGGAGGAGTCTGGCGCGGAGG  | 150 |
| GU563723             | 60  | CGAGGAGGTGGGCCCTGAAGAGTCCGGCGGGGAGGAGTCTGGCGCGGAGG  | 109 |
| AY764285 (Kobayashi) | 151 | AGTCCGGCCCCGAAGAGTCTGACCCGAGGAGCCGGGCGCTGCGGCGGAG   | 200 |
| GU563723             | 110 | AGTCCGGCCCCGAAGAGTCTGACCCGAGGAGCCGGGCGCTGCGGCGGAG   | 159 |
| AY764285 (Kobayashi) | 201 | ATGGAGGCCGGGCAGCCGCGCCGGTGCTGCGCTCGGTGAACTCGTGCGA   | 250 |
| GU563723             | 160 | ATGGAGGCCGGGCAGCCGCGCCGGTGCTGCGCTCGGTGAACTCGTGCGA   | 209 |
| AY764285 (Kobayashi) | 251 | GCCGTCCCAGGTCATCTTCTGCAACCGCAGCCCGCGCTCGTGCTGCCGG   | 300 |
| GU563723             | 210 | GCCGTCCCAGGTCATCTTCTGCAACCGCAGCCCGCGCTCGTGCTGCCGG   | 259 |
| AY764285 (Kobayashi) | 301 | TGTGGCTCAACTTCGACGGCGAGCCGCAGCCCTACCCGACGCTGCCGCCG  | 350 |
| GU563723             | 260 | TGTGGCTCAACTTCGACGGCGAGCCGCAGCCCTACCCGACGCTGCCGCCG  | 309 |
| AY764285 (Kobayashi) | 351 | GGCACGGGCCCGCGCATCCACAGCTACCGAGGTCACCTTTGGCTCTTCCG  | 400 |
| GU563723             | 310 | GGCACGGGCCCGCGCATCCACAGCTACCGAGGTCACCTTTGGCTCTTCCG  | 359 |
| AY764285 (Kobayashi) | 401 | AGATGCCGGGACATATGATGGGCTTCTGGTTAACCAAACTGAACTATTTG  | 450 |
| GU563723             | 360 | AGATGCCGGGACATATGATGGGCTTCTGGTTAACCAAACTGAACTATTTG  | 409 |
| AY764285 (Kobayashi) | 451 | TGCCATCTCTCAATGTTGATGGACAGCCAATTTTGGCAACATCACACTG   | 500 |
| GU563723             | 410 | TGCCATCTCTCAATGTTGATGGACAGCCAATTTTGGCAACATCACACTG   | 459 |
| AY764285 (Kobayashi) | 501 | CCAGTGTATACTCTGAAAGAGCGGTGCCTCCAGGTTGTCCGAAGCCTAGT  | 550 |
| GU563723             | 460 | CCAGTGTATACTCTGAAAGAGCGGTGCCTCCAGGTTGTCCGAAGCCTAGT  | 509 |
| AY764285 (Kobayashi) | 551 | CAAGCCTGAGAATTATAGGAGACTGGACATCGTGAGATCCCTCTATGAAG  | 600 |
| GU563723             | 510 | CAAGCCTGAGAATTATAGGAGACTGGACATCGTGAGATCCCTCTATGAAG  | 559 |
| AY764285 (Kobayashi) | 601 | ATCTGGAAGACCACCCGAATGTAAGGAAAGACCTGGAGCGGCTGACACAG  | 650 |
| GU563723             | 560 | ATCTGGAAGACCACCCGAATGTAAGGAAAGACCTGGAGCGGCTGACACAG  | 609 |
| AY764285 (Kobayashi) | 651 | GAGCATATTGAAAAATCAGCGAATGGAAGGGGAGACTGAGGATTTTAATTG | 700 |
| GU563723             | 610 | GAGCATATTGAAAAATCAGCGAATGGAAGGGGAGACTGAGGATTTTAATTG | 659 |
| AY764285 (Kobayashi) | 701 | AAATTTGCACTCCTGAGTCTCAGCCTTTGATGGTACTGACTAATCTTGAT  | 750 |
| GU563723             | 660 | A                                                   | 660 |
| AY764285 (Kobayashi) | 751 | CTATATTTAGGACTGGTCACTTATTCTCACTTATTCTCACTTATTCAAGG  | 800 |
| AY764285 (Kobayashi) | 801 | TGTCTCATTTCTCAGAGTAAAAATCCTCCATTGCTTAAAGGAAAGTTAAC  | 850 |
| AY764285 (Kobayashi) | 851 | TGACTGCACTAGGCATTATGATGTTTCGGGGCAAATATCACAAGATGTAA  | 900 |
| AY764285 (Kobayashi) | 901 | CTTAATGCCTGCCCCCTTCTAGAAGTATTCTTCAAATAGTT           | 940 |

**(B)**

|                      |     |                                                       |     |
|----------------------|-----|-------------------------------------------------------|-----|
| AY764285 (Kobayashi) | 1   | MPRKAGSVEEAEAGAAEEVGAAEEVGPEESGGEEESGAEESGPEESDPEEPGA | 50  |
| GU563723             | 1   | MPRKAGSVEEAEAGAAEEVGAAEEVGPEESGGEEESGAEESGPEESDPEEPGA | 50  |
| AY764285 (Kobayashi) | 51  | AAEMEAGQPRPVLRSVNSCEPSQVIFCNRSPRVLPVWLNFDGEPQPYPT     | 100 |
| GU563723             | 51  | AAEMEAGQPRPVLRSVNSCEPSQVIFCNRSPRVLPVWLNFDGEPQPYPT     | 100 |
| AY764285 (Kobayashi) | 101 | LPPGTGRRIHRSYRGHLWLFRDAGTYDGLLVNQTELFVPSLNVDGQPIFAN   | 150 |
| GU563723             | 101 | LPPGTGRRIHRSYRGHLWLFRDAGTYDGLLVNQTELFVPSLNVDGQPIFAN   | 150 |
| AY764285 (Kobayashi) | 151 | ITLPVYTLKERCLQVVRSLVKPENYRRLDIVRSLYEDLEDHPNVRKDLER    | 200 |
| GU563723             | 151 | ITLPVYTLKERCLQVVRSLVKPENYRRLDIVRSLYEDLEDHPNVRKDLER    | 200 |
| AY764285 (Kobayashi) | 201 | L <b>A</b> QEH IENQRMEGETEDFN                         | 219 |
| GU563723             | 201 | L <b>T</b> QEH IENQRMEGETEDFN                         | 219 |

**Figure S1 - Sequence of canine VHL.**

Panel (A) shows the nucleic acid sequence deposited in Genbank (ID AY764285) by Kobayashi et al ([1], Top), and the sequence we obtained, described in Materials and Methods (Genbank ID GU563723, Bottom). The single base pair difference between the sequences (A → G at position 603) is marked in red. Panel (B) shows the translated amino acid sequence for both sequences. The single amino acid substitution at position 202 (T → A) is marked in red.

**Reference**

1. **Canis familiaris von Hippel-Lindau disease tumor suppressor (VHL) mRNA, complete cds**  
[\[http://www.ncbi.nlm.nih.gov/80/nuccore/AY764285.1?ordinalpos=1&itool=EntrezSystem2.PEntrez.Sequence.Sequence\\_ResultsPanel.Sequence\\_RVDocSum\]](http://www.ncbi.nlm.nih.gov/80/nuccore/AY764285.1?ordinalpos=1&itool=EntrezSystem2.PEntrez.Sequence.Sequence_ResultsPanel.Sequence_RVDocSum)

# Supplementary material for: Gene expression profiling identifies inflammation and angiogenesis as distinguishing features of canine hemangiosarcoma
**Source:** BMC Cancer. 2010 Nov 9;10:619. doi: 10.1186/1471-2407-10-619
**Supplement:** Additional file 5 — Table S2 - Genes expressed differentially between hemangiosarcoma tumors and non-malignant hematomas.

**Additional File 5 - Table S2 - Genes expressed differentially between hemangiosarcoma tumors and non-malignant hematomas<sup>a</sup>**

| Number | Probe Set ID            | Gene Title                                                                        | Gene Symbol | p-value | Fold Change |
|--------|-------------------------|-----------------------------------------------------------------------------------|-------------|---------|-------------|
| 1      | Cfa.14762.1.S1_at       | Calcineurin-like phosphoesterase domain containing 1                              | CPPED1      | 1.0E-04 | -1.64       |
| 2      | Cfa.15237.2.S1_x_at     | Golgi integral membrane protein 4                                                 | GOLIM4      | 1.5E-04 | -1.67       |
| 3      | Cfa.15237.2.S1_a_at     | Golgi integral membrane protein 4                                                 | GOLIM4      | 3.3E-04 | -2.01       |
| 4      | CfaAffx.22508.1.S1_s_at | Golgi integral membrane protein 4                                                 | GOLIM4      | 3.8E-04 | -1.92       |
| 5      | CfaAffx.24830.1.S1_at   | Potassium voltage-gated channel, Isk-related family, member 4                     | KCNE4       | 7.9E-05 | -2.42       |
| 6      | CfaAffx.29263.1.S1_s_at | Zinc finger protein 185 (LIM domain)                                              | ZNF185      | 3.3E-04 | -2.91       |
| 7      | Cfa.2324.1.A1_at        | Transcribed locus                                                                 | ---         | 9.8E-07 | -16.0       |
| 8      | CfaAffx.30551.1.S1_at   | WAP four-disulfide core domain 1                                                  | WFDC1       | 3.5E-06 | -21.2       |
| 9      | Cfa.11092.1.A1_at       | Transcribed locus, strongly similar to NP_067020.2 WAP four-disulfide core domain | ---         | 7.1E-06 | -60.3       |
| 10     | CfaAffx.19341.1.S1_at   | Syntaxin binding protein 6 (amisyn)                                               | STXBP6      | 2.0E-04 | -2.33       |
| 11     | CfaAffx.2623.1.S1_s_at  | Similar to Protein C5orf5 (GAP-like protein N61)                                  | LOC474690   | 1.2E-04 | -1.93       |
| 12     | Cfa.10703.1.A1_at       | ---                                                                               | ---         | 4.7E-05 | -1.74       |
| 13     | CfaAffx.6624.1.S1_s_at  | Neuropilin 1                                                                      | NRP1        | 1.1E-04 | -3.61       |
| 14     | Cfa.5536.1.A1_at        | v-Myc myelocytomatosis viral related oncogene, neuroblastoma derived (avian)      | MYCN        | 3.8E-04 | -4.23       |
| 15     | Cfa.10175.1.A1_at       | Transcribed locus                                                                 | ---         | 3.8E-04 | -5.90       |
| 16     | CfaAffx.7397.1.S1_s_at  | N-acetylated-alpha-linked acidic dipeptidase II                                   | NAALAD2     | 1.5E-04 | -2.07       |
| 17     | Cfa.16449.1.A1_at       | Transcribed locus, weakly similar to XP_531090.1                                  | ---         | 3.5E-07 | -10.4       |

|    |                         |                                                                                    |          |         |        |
|----|-------------------------|------------------------------------------------------------------------------------|----------|---------|--------|
|    |                         | PREDICTED:<br>hypothetical protein                                                 |          |         |        |
| 18 | CfaAffx.20922.1.S1_at   | Zinc finger and BTB domain containing 16                                           | ZBTB16   | 1.8E-04 | -6.51  |
| 19 | Cfa.2334.1.S1_at        | Transcribed locus                                                                  | ---      | 3.1E-04 | -1.69  |
| 20 | CfaAffx.28472.1.S1_at   | Receptor tyrosine kinase-like orphan receptor                                      | ROR1     | 3.0E-04 | -3.00  |
| 21 | Cfa.16368.1.S1_at       | Transcribed locus                                                                  | ---      | 3.7E-04 | -8.35  |
| 22 | CfaAffx.1441.1.S1_at    | ADAM metalloproteinase with thrombospondin type 1 motif, 2                         | ADAMTS   | 1.6E-06 | -5.27  |
| 23 | Cfa.6326.1.A1_x_at      | ADAM metalloproteinase with thrombospondin type 1 motif, 2                         | ADAMTS   | 2.2E-05 | -4.43  |
| 24 | Cfa.6326.1.A1_s_at      | ADAM metalloproteinase with thrombospondin type 1 motif, 2                         | ADAMTS   | 2.9E-05 | -8.07  |
| 25 | CfaAffx.26569.1.S1_s_at | Myosin, heavy chain 10, non-muscle                                                 | MYH10    | 4.0E-05 | -5.65  |
| 26 | Cfa.6225.1.A1_at        | Tumor necrosis factor receptor superfamily, member 14 (herpesvirus entry mediator) | TNFRSF14 | 3.6E-04 | -3.12  |
| 27 | CfaAffx.18191.1.S1_s_at | Myeloid cell nuclear differentiation antigen                                       | MNDA     | 3.8E-04 | -2.77  |
| 28 | Cfa.9955.1.A1_at        | ---                                                                                | ---      | 1.4E-04 | -2.39  |
| 29 | CfaAffx.31100.1.S1_s_at | ---                                                                                | ---      | 1.3E-04 | -3.78  |
| 30 | CfaAffx.13033.1.S1_s_at | Peptidase inhibitor 15                                                             | PI15     | 2.9E-04 | -14.1  |
| 31 | CfaAffx.13587.1.S1_at   | ADAM metalloproteinase with thrombospondin type 1 motif, 5                         | ADAMTS5  | 8.8E-06 | -5.37  |
| 32 | Cfa.11011.1.A1_at       | ---                                                                                | ---      | 2.3E-04 | -43.3  |
| 33 | Cfa.151.1.S1_s_at       | Monoamine oxidase A                                                                | MAOA     | 6.9E-05 | -46.67 |
| 34 | CfaAffx.22286.1.S1_at   | Monoamine oxidase A                                                                | MAOA     | 2.1E-04 | -60.6  |
| 35 | Cfa.3909.1.S1_at        | Platelet-derived growth factor receptor, beta polypeptide                          | PDGFRB   | 2.3E-04 | -5.07  |
| 36 | CfaAffx.27894.1.S1_s_at | Platelet-derived growth factor receptor, beta polypeptide                          | PDGFRB   | 2.4E-04 | -2.38  |

|    |                         |                                                         |           |         |       |
|----|-------------------------|---------------------------------------------------------|-----------|---------|-------|
| 37 | CfaAffx.27700.1.S1_s_at | Cytospin B                                              | CYTSB     | 2.8E-04 | -2.25 |
| 38 | CfaAffx.8555.1.S1_at    | Hypothetical protein<br>LOC611421                       | LOC611421 | 1.2E-04 | -2.01 |
| 39 | Cfa.8528.1.A1_at        | Hypothetical protein<br>LOC611704                       | LOC611704 | 1.4E-04 | 8.14  |
| 40 | Cfa.2080.1.S1_at        | Transcribed locus                                       | -         | 3.3E-04 | 4.90  |
| 41 | CfaAffx.28496.1.S1_at   | Oncostatin M receptor                                   | OSMR      | 6.7E-05 | 4.55  |
| 42 | CfaAffx.9371.1.S1_s_at  | Kinesin family member<br>5C                             | KIF5C     | 5.1E-05 | 3.90  |
| 43 | Cfa.20479.1.S1_at       | Kinesin family member<br>5C                             | KIF5C     | 9.8E-06 | 4.79  |
| 44 | Cfa.10404.1.S1_at       | Transcribed locus                                       | ---       | 1.5E-04 | 12.8  |
| 45 | Cfa.363.3.S1_a_at       | Similar to plasticity-<br>related protein 3             | LOC479934 | 2.2E-05 | 15.1  |
| 46 | CfaAffx.30692.1.S1_s_at | Similar to plasticity-<br>related protein 3             | LOC479934 | 3.7E-05 | 17.6  |
| 47 | Cfa.363.2.S1_at         | Similar to plasticity-<br>related protein 3             | LOC479934 | 4.4E-05 | 13.6  |
| 48 | CfaAffx.24616.1.S1_s_at | EPH receptor A2                                         | EPHA2     | 1.9E-04 | 3.78  |
| 49 | Cfa.2977.1.A1_s_at      | ER degradation<br>enhancer, mannosidase<br>alpha-like 2 | EDEM2     | 1.4E-04 | 1.71  |
| 50 | Cfa.1749.1.A1_at        | Transmembrane<br>protein 41B                            | TMEM41B   | 3.6E-04 | 2.72  |
| 51 | Cfa.3680.1.S1_s_at      | TIMP metalloproteinase<br>inhibitor 1                   | TIMP1     | 2.0E-04 | 4.88  |
| 52 | Cfa.15207.2.S1_s_at     | Transmembrane<br>protein 41B                            | TMEM41B   | 2.5E-04 | 7.59  |
| 53 | Cfa.3122.1.S1_at        | Transcribed locus                                       | ---       | 1.4E-04 | 6.77  |
| 54 | Cfa.1222.1.A1_at        | Transcribed locus                                       | -         | 8.0E-05 | 11.6  |
| 55 | CfaAffx.1031.1.S1_at    | Docking protein 6                                       | DOK6      | 9.8E-05 | 9.88  |
| 56 | Cfa.20638.1.S1_at       | Carnitine<br>palmitoyltransferase<br>1C                 | CPT1C     | 7.4E-05 | 2.83  |
| 57 | Cfa.15616.1.A1_at       | Transcribed locus                                       | -         | 1.7E-04 | 2.23  |
| 58 | Cfa.3800.2.S1_at        | CD44 antigen                                            | CD44      | 1.1E-04 | 2.25  |

<sup>a</sup>Gene list from Figure 3A identified by Affymetrix probe ID, gene title, and gene symbol. The p-values were calculated after verifying the data were normally distributed using Student's T-test; mean fold change reflects the average expression in hemangiosarcoma cells over the average expression in splenic hematoma cells

# Supplementary material for: Gene expression profiling identifies inflammation and angiogenesis as distinguishing features of canine hemangiosarcoma
**Source:** BMC Cancer. 2010 Nov 9;10:619. doi: 10.1186/1471-2407-10-619
**Supplement:** Additional file 6 — Table S3 - Functional Grouping of Genes Differentially Expressed in Hemangiosarcomas and Non-Malignant Splenic Hematomas.

**Additional file 6 –Table S3 – Functional grouping of genes differentially expressed in hemangiosarcomas and non-malignant splenic hematomas<sup>a</sup>**

| <b>Function</b>       | <b>Gene title</b>                                                                        |
|-----------------------|------------------------------------------------------------------------------------------|
| Metabolic processing  | Similar to ADAMTS-2 precursor                                                            |
|                       | Similar to ADAMTS-5 precursor                                                            |
|                       | Similar to Kinesin heavy chain isoform 5C                                                |
|                       | Similar to carnitine palmitoyltransferase 1C                                             |
|                       | Similar to potassium voltage-gated channel, Isk-related subfamily, gene 4                |
|                       | Similar to ER degradation-enhancing-mannosidase-like protein 2                           |
|                       | Hypothetical protein LOC611704                                                           |
|                       | Similar to golgi phosphoprotein 4                                                        |
|                       | Similar to N-acetylated-alpha-linked acidic dipeptidase II (NAALADase II)                |
|                       | Similar to syntaxin binding protein 6 (amisyn)                                           |
|                       | TIMP metalloproteinase inhibitor 1                                                       |
|                       | Monoamine oxidase A                                                                      |
|                       | Similar to transmembrane protein 41B                                                     |
|                       | Similar to Tyrosine-protein kinase transmembrane receptor ROR1 precursor                 |
| Cell-cell interaction | Similar to Kinesin heavy chain isoform 5C                                                |
|                       | Similar to plasticity-related protein 3                                                  |
|                       | Similar to docking protein 5-like                                                        |
|                       | CD44 antigen                                                                             |
|                       | Similar to Neuropilin-1 precursor (Vascular endothelial cell growth factor 165 receptor) |
|                       | Monoamine oxidase A                                                                      |
|                       | Similar to transmembrane protein 41B                                                     |
|                       | Similar to spectrin domain with coiled-coils 1                                           |
|                       | Similar to protease inhibitor 15 preproprotein                                           |
|                       | Similar to myosin, heavy polypeptide 10, non-muscle                                      |
| Survival/apoptosis    | Similar to oncostatin M receptor                                                         |
|                       | Similar to Neuropilin-1 precursor (Vascular endothelial cell growth factor 165 receptor) |
|                       | Similar to ephrin receptor EphA2                                                         |
|                       | TIMP metalloproteinase inhibitor 1                                                       |
|                       | Platelet-derived growth factor receptor, beta polypeptide                                |
|                       | Similar to Tumor necrosis factor receptor superfamily member 14 precursor                |
|                       | Similar to WAP four-disulfide core domain 1 precursor                                    |
|                       | Transcribed locus, strongly similar to NP_067020.2 WAP four-disulfide core domain        |
| Signaling/cell cycle  | Similar to Kinesin heavy chain isoform 5C                                                |
|                       | Similar to Neuropilin-1 precursor (Vascular endothelial cell growth factor 165 receptor) |
|                       | Similar to syntaxin binding protein 6 (amisyn)                                           |
|                       |                                                                                          |

|                 |                                                                                          |
|-----------------|------------------------------------------------------------------------------------------|
|                 | Platelet-derived growth factor receptor, beta polypeptide                                |
|                 | Similar to Zinc finger protein 185 (LIM-domain protein ZNF185) (P1-A)                    |
| Development     | Similar to myosin, heavy polypeptide 10, non-muscle                                      |
|                 | Similar to Neuropilin-1 precursor (Vascular endothelial cell growth factor 165 receptor) |
|                 | Similar to ephrin receptor EphA2                                                         |
| Angiogenesis    | Similar to Neuropilin-1 precursor (Vascular endothelial cell growth factor 165 receptor) |
|                 | Similar to ephrin receptor EphA2                                                         |
| Transcription   | Similar to ephrin receptor EphA2                                                         |
|                 | Similar to N-myc proto-oncogene protein                                                  |
|                 | Similar to myeloid cell nuclear differentiation antigen                                  |
| Immune response | CD44 antigen                                                                             |
|                 | Similar to Tumor necrosis factor receptor superfamily member 14 precursor                |

<sup>a</sup>Some genes are included in multiple functional categories

How the deposited data were processed for this re-analysis (not part of the article)

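Gene expression was measured on Affymetrix Canine_2 arrays in cells from 34 canine samples: cultured lines from 10 hemangiosarcomas, cultures from 3 splenic hematomas, 5 osteosarcoma lines, 3 leukemias and 13 lymphomas, the last 2 kinds as primary cells. The deposited values are log2 intensities that the authors made with RMA in the affy package, whose versions the submitters' notes do not give, nor whether all arrays went through 1 run. The values range from 2.03 to 14.98, and the medians of the arrays from 5.57 to 5.77. No further normalization was applied. Groups were taken from the sample labels. The labels give 1 array per line, culture or patient, and the sample that the paper says was run on 2 chips could not be identified.

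The table holds 43035 probe sets, of which 175 controls were left out. Gene symbols came from the array annotation. A probe set with 1 symbol was read as that gene, and probe sets with several symbols (439) or none (13332) were tested but not named. Of those with 1 symbol, 27690 matched the gene table by gene number, and chromosome positions came from there. Where a gene has several probe sets, the one with the highest mean over the arrays of the comparison stands for it. The others are given beside it for part of the genes only. A probe set was tested if it lay above its array's median on at least as many arrays as the smaller group holds.

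Groups were compared with limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment: hemangiosarcoma with hematoma at an adjusted p of 0.1, golden retriever lines with all other tumors and with leukemia and lymphoma at 0.001, with osteosarcoma at 0.05, and with lines from other breeds at 0.1. Arrays were clustered by average linkage on 1 minus the Pearson correlation, and separation was tested exactly over all ways of choosing the smaller group. Principal components used all probe sets on the log2 scale, with 100000 permutations for the test of the distance to the nearest group. Correlations between genes were tested by permutation. Exact p values for single genes come from all regroupings of the arrays, and the smallest that 10 and 3 arrays can give is 0.0035. The fits were tested on simulated data, with changes of 1 to 4 log2 units added to 50 probe sets each.

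The tests, the alternatives and 15 gene lists were fixed before the data were examined. The lists are hypoxia response, inflammatory cytokines and chemokines, angiogenic factors, proteinases with their inhibitors and adhesion genes, endothelial, mural and fibroblast, myeloid, lymphocyte and osteoblast markers, hematopoietic progenitor genes, cell cycle, ceramide and sphingolipid metabolism, interferon response, housekeeping, and the genes that the paper names as recurrently enriched. Of their 382 genes, 336 are on the array. Lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, with fry and with fgsea 1.28.0, with adjustment over the lists of a comparison. The genes named in the text are those the paper names (52 of 54 have a probe set of their own), the 10 largest changes in each direction among those that passed, and up to 4 members per list, again those with the largest changes. The paper's own tables had been seen when this rule was set.

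Alternatives tried were no filter, the number of probe sets the paper's filter left, Student's t-test, a trend with a robust prior, centering or quantile normalization of the arrays, leaving out probe sets that can match several transcripts, array weights, all 34 arrays in 1 fit, sex or breed as a covariate, subsets by breed or sex, equal weights for the tumor types, other linkages and distances, other probe sets of a gene, means of unlogged values, and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. RT-qPCR, protein blots, tissues and lines without an array in the table were left out, as the table holds no values for them. The pathway analyses were not repeated with the original gene sets, which were not at hand.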

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

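The tests of the endothelial genes, the hypoxia list, the array batch and cell culture below were chosen after the result was seen, and the trend with the control signal was set earlier.

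Among 64 groups of values tested, 6 had an array far from the others of its group, where chance gives 5% of groups. By the gap to the nearest value over the whole range (Dixon's test, 10 lines), these were ADAM9, low in Dal4 (0.490), CCND1, low in Joey (0.470), MMP9, high in ChadG4 (0.605), VCAM1, high in ChadG8 (0.518), EPHA2, low in ChadP9 (0.496), and the excess of 3′ over 5′ signal of the GAPDH control, high in Tucker (0.644). VCAM1 was at 11.00 in ChadG8 and at 3.01 to 6.86 in the other lines.

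Some genes that passed against hematoma are named nowhere in the paper: SEPTIN4 at −2.38, PROCR, the endothelial protein C receptor, at +2.09, SYT11, a synaptotagmin, at +1.80, and ITGA2 at +2.13. PROCR and SYT11 lost their calls without any 1 hematoma, at +1.93 to +2.18 and +1.59 to +1.94.

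Few endothelial genes in hemangiosarcoma lines lay clearly above the level of osteosarcoma lines. PECAM1 was at 3.67, with osteosarcoma higher by 0.05, CDH5 at 4.98, with 0.49, VWF at 4.96, with −0.14, and ENG at 4.65, with 3.41, while S1PR1 was at 7.63, with −2.22. LYVE1 was at 6.75, with −0.65. Smaller gaps in that direction were those of TIE1 (−0.28), MMRN1 (−0.19), ECSCR (−0.14), NRP1 (−0.12), PLVAP (−0.09) and KDR (−0.02). The probe sets of 15 of these genes had groups at least 1 log2 unit apart in the mean and without overlap, such as PECAM1, ENG, S1PR1, NRP1 and ERG, which argues against unresponsive probe sets for them. For the other 12, among them KDR, TEK, CDH5 and VWF, this cannot be told apart, since no sample known to express them is in the table. The levels and gaps above use all 10 lines. The limma comparison used the 6 golden retriever lines, as hemangiosarcoma minus osteosarcoma. There, of 13 tested endothelial genes 1, S1PR1, was higher than in osteosarcoma, 2 were lower and 11 had negative differences. Cultures made up mainly of mural or fibroblast cells may give this pattern: 16 of 27 mural and fibroblast genes lay above the array median in all 10 lines. So did 20 in osteosarcoma, so these genes do not single out such cells, and the paper describes each line as expressing antigens of vessel-forming cells, which the arrays do not measure. Loss of endothelial expression in culture cannot be told apart either, as 0 arrays of uncultured hemangiosarcoma are in the table. A biological difference in the lineage of the tumor cells was not tested.

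Hypoxia genes were higher against hematoma as a list. A single hematoma as the cause cannot be told apart: without Baxter, the array whose absence moved the list most, the median fell from +0.51 to +0.31 with an adjusted p of 0.0311, but that p takes a preset correlation. Correlated members of the list may account for the small p, since the adjusted p with an estimated correlation was 0.513. Oxygen in culture was not recorded, and no biological explanation was tested.

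Control signal of the hybridization spikes was higher on the arrays of the other tumors. The trend with this signal within tumor groups gave 8.63% of the median change of the 1988 probe sets that passed (jackknife standard error 8.50), which argues against it as the whole cause. A batch that follows the groups cannot be told apart, since 0 arrays of other tumors lay within the range of hemangiosarcoma, with 10.0 the lowest of the former and 9.78 the highest of the latter. Cell culture as the cause is argued against by the osteosarcoma lines, which were cultured as well and of which all 5 lay above every hemangiosarcoma line (10.0 to 10.8). Tumor type was not tested as the cause, and it cannot be told apart from a batch that follows the groups.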

How the results depend on the processing

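Clustering on the 58 probe sets of Table S2 was chosen after the result was seen. Probe sets passing against hematoma, 62, were 15 with the 14028 probe sets of highest mean, 18 with Student's t-test, 37 without probe sets that can match several transcripts, 33 with array weights, 181 with all 34 arrays in 1 fit, 10 with other-breed lines, 41 with male dogs (fewer samples in these last settings), and 7 (without Baxter) to 166 (without Pippin) leaving out 1 array. In the same order of settings, those against other tumors, 1988, were 906 (highest mean), 1068 (match), 10272 (weights) and 7343 (all arrays), then 5913 with all 10 lines, 4363 with tumor types weighted equally and 941 to 1384 leaving out 1 line. Against osteosarcoma, 3619, they were 2100, 1918 and 6524, 6160 with all 10 lines and 2204 (without Frog) to 4777 (without OSCA20), and against leukemia and lymphoma, 6397, 3626, 3737 and 10236. Between golden retriever and other lines the count was 0 to 1 leaving out 1 array (1 without ChadG4). Clustering misplaced 0 arrays of hemangiosarcoma and hematoma with the 58 probe sets, and 4 of golden retriever and other lines with complete or Ward linkage. Of the remaining settings for these counts, 42 others and 35 that leave out 1 array stayed within 1.5 times. The hypoxia median against hematoma, 0.51, lost its call with an estimated correlation (adjusted p = 0.513) and with fry (0.209). The median of angiogenic factors, 0.24, passed with fgsea (0.0385) and without Kylie (0.30, p = 0.0235), with 0.47 without Baxter. The cell cycle median ranged from −1.32 without Pippin to +0.26 without Baxter. PLZF was −2.24 with one probe set and +0.20 with the other. For 134 fold changes of named genes and of Table S2, 185 settings and 147 that leave out 1 hematoma kept direction and call, 15 and 39 lost the call, 7 and 2 gained it, and 9 and 13 changed sign with no call either way. A further 2 settings reversed direction where there was a call. Leaving out 1 hematoma was not run for all 134. For the lists over 4 comparisons, 258 settings and 39 that leave out 1 hematoma kept direction and call, 17 and 2 lost the call, 15 and 1 gained it, and 10 and 2 changed sign with no call. A further 1 that leaves out 1 hematoma, for the cell cycle list, reversed direction where there was a call. Median centering ended the calls of ITGA2 (adjusted p = 0.115), PROCR (0.108) and SYT11 (0.111). Apart from smaller sample sets, the cause was not tested. No paired analysis was possible because the labels carry no numbers shared between groups. Genes below the array median, such as most lymphocyte and myeloid markers in these cultures, were not tested.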

Differences from the paper's values

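The clustering on 58 probe sets and the tests by pair on the principal components were chosen after the result was seen.

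For the probe sets left after filtering, the paper's value is 14028 and the value here is 23292, and no filter, with 42860, differs as well. The paper's filter is not described in enough detail to be repeated. At an adjusted p of 0.001 against other tumors the paper's count is 1092 and the count here is 1988. Counts are said to differ where one is more than 1.5 times the other. Of the alternatives set before the data were examined, the 14028 probe sets of highest mean (906), Student's t-test (1632), leaving out probe sets that match several transcripts (1068) and leaving out 1 line (941 to 1384) do not differ from it, whereas no filter (2023), a trend with a robust prior (2004), centering (1965), quantile normalization (1879), array weights (10272), all 34 arrays (7343), sex as a covariate (1785), all 10 lines (5913) and equal weights (4363) do.

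For PLZF (ZBTB16) the paper's fold is 10.5 lower and the fold here is 4.71 lower, with the probe set of Table S2, where the paper lists −6.51. Every alternative set before the data were examined differs too: means of unlogged values (5.03), centering (4.85), the other probe set (0.868), and leaving out Pippin (3.55), Baxter (4.22) or Kylie (6.97). With the probe set of Table S2 the mean of the lines lay below the array medians. Whether low signal limits the fold was not tested. The other probe set lay close to the array medians in both groups, and whether it responds to the transcript was not tested. Of Table S2, 2 probe sets differ by more than the spread of the lines. For STXBP6 the paper's value is −1.22 as log2 and the value here −0.97, which does not differ with means of unlogged values, and for a probe set without a gene name the paper's value is −0.80 and the value here −0.97, which differs with those means as well.

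The paper describes clusters that separate hemangiosarcoma from hematoma. Here 5 arrays were misplaced, in each linkage, distance and filter tried. With the 58 probe sets of Table S2, a run chosen after seeing the values, it was 0. With average linkage the division was set by ChadG4 and Dal4. It does not show whether the hematomas form a branch within the other group. The paper describes golden retriever lines as a subgroup. Here 3 arrays were misplaced, and 4 with complete or Ward linkage. It describes hematoma as apart from hemangiosarcoma on the principal components; here the exact p was 0.44 for hematoma, while osteosarcoma, leukemia and lymphoma stood apart.

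The paper describes lower expression across chromosomes in hemangiosarcoma; here 376 of the genes with an unadjusted p under 0.05 were lower and 508 higher, and by the sum of changes, the measure of Fig. 3C, 17 chromosomes were negative, with chromosome 12 lowest at −16.2, and 22 positive, though 38 of the 58 probe sets of Table S2 are lower there and all 58 have that direction here. It describes X-linked genes as lower. Here the gap of their median to autosomal genes was −0.018, with 11 higher and 11 lower, though the sum of these changes, the measure of Fig. 3C, was −6.78, the second lowest of 39 chromosomes (−1.66 without MAOA). As RMA gives the arrays a common distribution, the counts over all chromosomes may hide a general shift in expression.

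The paper names VEGFA, TIMP-1, FN-1, ADAM9, PDGFC, MMP14, TNFα and acid ceramidase as higher than in both other tumors and hematoma. Against other tumors PDGFC, MMP14 and acid ceramidase passed here at an adjusted p of 0.001, and VEGFA, FN-1 and ADAM9 did with another probe set. TIMP-1 had an adjusted p of 0.00204, and TNF was lower, at −2.03. Against hematoma TIMP-1 passed, VEGFA, PDGFC and FN-1 had positive differences that did not pass, and ADAM9 (−0.52), MMP14 (−0.15), acid ceramidase (−0.18) and TNF (−0.01, below the filter) did not have positive ones, though MMP14 was +0.24 without Baxter and TNF +0.05 without Pippin and +0.24 with another probe set. Of the probe sets of Table S2, 46 passed here and 45 with no filter. ROR1 and the MYCN probe set at −1.97 lay below the filter and had adjusted p values of 0.0685 and 0.0471 with no filter.

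The paper describes FN-1 as higher in every hemangiosarcoma, and as raised by RT-qPCR, which was left out here. On the arrays 9 of 10 lines lay above the hematoma mean and 4 above the highest hematoma, Kylie (14.14). Every line lay above Pippin (13.19) and Baxter (13.09). The paper writes of a correlation between FN-1 and urokinase, without stating that their levels vary together among lines. Here r among lines was −0.048. It describes genes of dendritic cells and leukemia as raised; here none of the tested myeloid and progenitor markers passed, which are other genes than the paper's gene sets, and all 23 tested genes that it names as recurrent had positive differences. Adrenomedullin, which it names as raised, passed here without Kylie (+2.71, adjusted p = 0.0455). For the recurrent genes its text names MMP1 and Fig. 5A shows MMP9; here MMP1 differed by +2.62 and MMP9 by +0.46.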

Other observations

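The runs without ChadG4 and Dal4 and without the leukemias and the choice of probe sets with no array shared were chosen after the result was seen. Compared with leukemia and lymphoma, hemangiosarcoma lines had more transcripts of matrix genes and fewer of blood cell genes. Of 22 mural and fibroblast genes 16 were higher and 0 lower, such as COL1A2 (+8.11), a chain of collagen I, and the proteoglycan LUM (+8.50), with a median of +5.46 (camera, adjusted p = 2.49e-09, and adjusted p = 0.014 with an estimated correlation). Of 17 lymphocyte genes 14 were lower, such as the T cell receptor component CD3D (−7.45), and of 17 myeloid genes 11 were lower, such as PTPRC (−7.28), the leukocyte phosphatase CD45 (adjusted p = 0.0104 and 0.0224 with an estimated correlation). Hypoxia genes were higher in 18 of 33, with P4HA2, a collagen prolyl hydroxylase, at +6.51 and LOX, a cross-linking enzyme of collagen, at +6.00 (median +1.44, adjusted p = 0.0104 with an estimated correlation). Interferon response genes were lower in 7 of 15, such as ISG15 (−4.09) (median −2.45, camera adjusted p = 7.63e-04, and adjusted p = 0.259 with an estimated correlation).

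Against osteosarcoma lines, which were cultured as well, S1PR1 was higher by +2.30 (standard error 0.30, adjusted p = 0.00114 from limma) and MEIS1, a homeobox factor of progenitors, by +2.42 (adjusted p = 7.87e-05), and DLX5, a homeobox factor of osteoblasts, was lower by −2.95 (adjusted p = 1.13e-04), as were COL6A3 (−4.68) and THY1 (−2.90). The osteoblast list had 1 lower gene of 5 tested and a median of −0.83 (camera, adjusted p = 0.251). Of 31 proteinases, inhibitors and adhesion genes 8 were higher and 3 lower, with TIMP3 at −1.79 (camera, adjusted p = 0.0501). Against hematoma the osteoblast list had a median of −0.36 and a mean of +0.16 over 5 genes (camera, adjusted p = 0.494), interferon response genes −0.10 over 10 genes (adjusted p = 0.288) and housekeeping genes −0.00 over 11 (adjusted p = 0.84), with no gene passing in any of them. The osteoblast median was −0.17 without Pippin and −0.52 without Kylie. The interferon median was +0.03 without Pippin and −0.19 without Kylie. GAPDH differed by +0.37 and ACTB by +0.20.

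Between golden retriever and other lines, FLT1 was at 5.99 ± 1.86 (SD, n = 6) and 4.00 ± 0.74 (SD, n = 4), a difference of +1.99 (standard error 0.88, exact p = 0.0857), with the other probe sets at +1.19 and +1.95. It lay below the intensity filter. KDR differed by −0.19. Hypoxia genes had a median of +0.22 over 34 genes (camera, adjusted p = 0.00436, and adjusted p = 0.45 with an estimated correlation).

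Other splits of the same arrays were drawn to see whether chance can be excluded, 100 per comparison with the real one. For hemangiosarcoma and hematoma it cannot: 6 splits gave at least the real 62 probe sets, the highest 1519 with ChadG4, Dal4 and Baxter as the group of 3, which points to a structure of the samples. Without ChadG4 and Dal4, 75 probe sets passed and 46 of the 62 were among them. For other tumors it can be excluded (1 split, the real one with 1988, highest other 0), as for osteosarcoma (1 split, 3619, highest other 14) and for leukemia and lymphoma (1 split, 6397, highest other 2). Between golden retriever and other lines the real count was 0, which all 100 splits reach by definition, so the splits decide nothing there; the highest gave 604, with ChadG4, Tucker, Joey and Dal4 as the group of 4, which points to a structure of the samples. Leaving out the 3 leukemias gave 1385 against other tumors and 6845 against lymphoma.

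The comparison with hematoma shares 6 arrays with each of the others. With osteosarcoma its log2 differences correlated at 0.269 (0.253 in simulated arrays without group differences, and 0.261 with no array shared), and with leukemia and lymphoma at 0.116 (0.316 simulated, 0.0330 with no array shared). The covariances were 0.0734 for all other tumors (0.0374 simulated), 0.0941 for osteosarcoma (0.0317) and 0.0742 for leukemia and lymphoma (0.0365). Group differences widen the spread that a correlation is divided by, so real and simulated correlations cannot be compared. Of the probe sets that passed against hematoma, 84.6% had the same direction against all other tumors (87.5% simulated), 86.3% against osteosarcoma (79.4%) and 84.4% against leukemia and lymphoma (86.5%). Read from the 4 other-breed lines against hematoma, these were 44 of 52, 44 of 51 and 38 of 45, but all 10 lines had chosen the probe sets. When the 62 of lowest p were chosen with the other-breed lines as well, so that no array was shared, 41, 54 and 42 of 62 had the same direction.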
